# ZAKα/P38 kinase signaling pathway regulates hematopoiesis by activating the NLRP1 inflammasome

**DOI:** 10.15252/emmm.202318142

**Published:** 2023-09-07

**Authors:** Lola Rodríguez‐Ruiz, Juan M Lozano‐Gil, Elena Naranjo‐Sánchez, Elena Martínez‐Balsalobre, Alicia Martínez‐López, Christophe Lachaud, Miguel Blanquer, Toan K Phung, Diana García‐Moreno, María L Cayuela, Sylwia D Tyrkalska, Ana B Pérez‐Oliva, Victoriano Mulero

**Keywords:** anemia, HSPCs, inflammation, neutrophilia, zebrafish, Haematology, Immunology

## Abstract

Chronic inflammatory diseases are associated with hematopoietic lineage bias, including neutrophilia and anemia. We have recently identified that the canonical inflammasome mediates the cleavage of the master erythroid transcription factor GATA1 in hematopoietic stem and progenitor cells (HSPCs). We report here that genetic inhibition of Nlrp1 resulted in reduced number of neutrophils and increased erythrocyte counts in zebrafish larvae. We also found that the NLRP1 inflammasome in human cells was inhibited by LRRFIP1 and FLII, independently of DPP9, and both inhibitors regulated hematopoiesis. Mechanistically, erythroid differentiation resulted in ribosomal stress‐induced activation of the ZAKα/P38 kinase axis which, in turn, phosphorylated and promoted the assembly of NLRP1 in both zebrafish and human. Finally, inhibition of Zaka with the FDA/EMA‐approved drug Nilotinib alleviated neutrophilia in a zebrafish model of neutrophilic inflammation and promoted erythroid differentiation and GATA1 accumulation in K562 cells. In conclusion, our results reveal that the NLRP1 inflammasome regulates hematopoiesis and pave the way to develop novel therapeutic strategies for the treatment of hematopoietic alterations associated with chronic inflammatory and rare diseases.

## Introduction

Inflammasomes are cytosolic pattern recognition receptors (PRRs) that detect pathogen‐ and danger‐associated molecular patterns (PAMPs and DAMPs) (Guo *et al*, 2015). The relevance of inflammasomes in human biology is highlighted by their involvement in numerous inflammatory disorders (Broderick *et al*, 2015; Guo *et al*, 2015). Inflammasome assembly is a complex process and involves the activation of a sensor, which belongs to the NOD‐like receptor (NLR) or absent of melanoma 2‐like receptor (AIM2) family, recruitment and polymerization of the adaptor Apoptosis‐associated speck‐like protein containing a CARD (ASC), and activation of the effector caspase‐1 (CASP1) or CASP4 (CASP11 in mice; Broderick *et al*, 2015). The NLR family pyrin domain containing 1 (NLRP1) inflammasome was the first inflammasome identified more than 20 years ago (Martinon *et al*, 2002). However, its activation mechanism has remained obscure, probably due to the presence of different NLPR1 paralogs in mice, and their obvious differences with human NLRP1 in structure, ASC requirement and activation mechanisms (Bauernfried & Hornung, 2022). NLPR1 is highly expressed in the skin and, in fact, gain‐of‐function mutations result in inflammatory skin diseases and cancer susceptibility syndromes primarily driven by hyperproduction of interleukin‐1β (IL‐1β) (Zhong *et al*, 2016). Similarly, loss‐of‐function mutations of its direct inhibitor Dipeptidyl Peptidase 9 (DPP9) lead to a lethal autoinflammatory disorder characterized by hyperproduction of IL‐1β (Harapas *et al*, 2022). Recent studies revealed two physiological activators of human NLRP1: (i) viral 3C proteases that cleave its N terminus and their mode of action was in line with the functional degradation reported for mice NLRP1B (Robinson *et al*, 2020; Tsu *et al*, 2021), and (ii) double‐stranded RNA (dsRNA) (Bauernfried *et al*, 2021). Notably, dsRNA did not activate mouse NLRP1B (Bauernfried *et al*, 2021). More recently, two independent laboratories demonstrated that human, but not mouse, NLRP1 is activated by direct phosphorylation of its linker region by P38 mitogen‐activated protein kinase (MAPK), which is activated by ZAKα (Mitogen‐Activated Protein Kinase Kinase Kinase 20, MAP3K20) in response to either ribotoxic stress response to UV or alphavirus (Harapas *et al*, 2022; Jenster *et al*, 2023). This activation model also involved ubiquitination and N terminal degradation of NLRP1 but is independent of DPP9.

We have recently shown that the canonical inflammasome is activated in hematopoietic stem and progenitor cells (HSPCs) and regulates erythroid‐myeloid lineage decision by cleaving the erythroid transcription factor GATA binding protein 1 (GATA1; Tyrkalska *et al*, 2019). Although this mechanism is conserved in zebrafish and human, the specific NLR sensor involved and its activation mechanism is unknown. Here we report that the NLRP1 inflammasome regulates erythroid‐myeloid lineage decision in HSPCs upon its phosphorylation and activation by the ZAKα/P38 axis. We also found that its activity is negatively regulated by LRR Binding FLII Interacting Protein 1 (LRRFIP1) and Flightless‐1 homolog (FLII), independently of DPP9. Furthermore, we show the potential clinical relevance of these findings to treating neutrophilic inflammation and congenital anemia.

## Results

### The NLRP1 inflammasome regulates hematopoiesis

First, we extended our previous results on the impact of pharmacological inhibition of caspase‐1 in zebrafish and human K562 cell line using mobilized human peripheral blood mononuclear cells (M‐PBMCs). Thus, pharmacological inhibition of CASP1 with VX‐765 (Belnacasan) led to a robust increase in the number of erythroid colonies in M‐PBMCs (Fig 1A). 

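K562 is a human cell line from chronic myeloid leukemia that can be driven toward the erythroid lineage with hemin, an oxidized form of heme. RNA from K562 cells before hemin (0 h) and after 24 h in 50 µM hemin was hybridized to Human Clariom S arrays. On these, short probes grouped into probe sets report RNA levels by gene in 1 colour. Each time point had 2 arrays, labelled as biological replicates. No culture kept for 24 h without hemin was measured, so hemin cannot be told apart from 24 h in culture. No source used here says how the cultures were separated, so the p-values measure only the spread between these arrays. The authors corrected the background, took log2 and normalized the arrays by quantiles with RMA, and their deposited log2 values were used without further scaling. Of the 24351 rows, 20893 transcript probe sets were tested, of which 17705 carried 1 gene symbol and 3188 are unnamed here. The median log2 value was 6.17 and 6.20 in the arrays at 0 h and 6.10 and 6.24 in those at 24 h. Across probe sets, which are not independent replicates, the 2 arrays at 0 h correlated at r = 0.982 and the 2 at 24 h at r = 0.988, against 0.972 to 0.979 between time points. A dim line was set at a log2 value of 5.70, the 95th percentile of the means of 349 olfactory receptor genes, and a probe set below it has no measured level here. The bounds given as at least N-fold rest on this line, and a higher floor of 7.56, the 95th percentile of the means of the negative control probe sets, was added after the data were seen. The time points were compared with limma, with Benjamini-Hochberg adjustment over all 20893 probe sets, and a gene was called at an adjusted p under 0.05. The number of arrays limits the precision. In simulated data, with spreads drawn from the distribution of variances that limma fitted, 50 probe sets were changed at each size. The test called 2.0% of the changes of 1 on the log2 scale, 52.0% of those of 2 and 96.0% of those of 3. The simulated spread did not depend on brightness, so these shares do not tell dim from bright probe sets.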

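The NLR genes, which encode cytosolic sensors of the innate immune system, gave no call between 0 h and 24 h of hemin among the 18 members with a named probe set, and NLRP1 itself is not analysed here. Of these 18, 11 lay below the dim line in all 4 arrays, among them NLRP3, at a log2 value of 4.06 ± 0.81 (SD, n = 2 arrays) at 0 h and 4.40 ± 0.22 (SD, n = 2) at 24 h, and NLRC4, at 4.86 ± 0.09 and 5.31 ± 0.04. At an unadjusted p under 0.05, limma gave 1 lower NLR gene, NLRP9, which was below the line at both times. None of 24 other inflammasome genes was called by limma, and 14 of them lay below the dim line in all 4 arrays. Of the 24, 2 were higher at an unadjusted p under 0.05, CASP8 and, named after its values were seen, NINJ1. PYCARD, which encodes the adaptor ASC, was measured at 9.09 ± 0.25 (SD, n = 2) at 0 h and 8.67 ± 0.03 (SD, n = 2) at 24 h (adjusted p = 0.64 from limma). CASP1, CASP4, AIM2, IL1B and GBP4 were below the dim line in every array. CASP8, an apical caspase, had the largest difference of the group, with a log2 fold change of 1.05 (standard error 0.38, adjusted p = 0.28 from limma).
Of 18 erythroid transcription factors, NFE2 fell by 1.68 on the log2 scale (standard error 0.31, adjusted p = 0.043 from limma), the other 17 were not called, and 7 were lower when adjusted over the list alone, of which 6 had an array above the dim line. GATA1, the master regulator of erythroid genes, was measured at 13.98 ± 0.15 (SD, n = 2) at 0 h and 12.94 ± 0.03 (SD, n = 2) at 24 h, a log2 fold change of -1.04 (standard error 0.31, adjusted p = 0.18 from limma). As a list these factors were lower than other genes in limma's camera (adjusted p = 2.8e-04). Camera with an estimated correlation gave an adjusted p of 0.51, but with 4 arrays it has few degrees of freedom and decides little. Of the 18 factors, 4 had a fitted change above 0. LMO2, named after its values were seen, had the largest fitted fall, a log2 fold change of -2.08 (adjusted p = 0.061 from limma). None of 9 globin genes, counted with the globin chaperone AHSP, was called by limma, and 1 was higher at an unadjusted p under 0.05. That gene was HBE1, embryonic epsilon-globin, at 16.16 ± 0.09 (SD, n = 2) at 0 h and 17.06 ± 0.14 (SD, n = 2) at 24 h (adjusted p = 0.25 from limma). HBA1 and HBA2, named after their values were seen, are near-identical genes whose probe sets may share transcripts. Both already stood near the top of the scale at 0 h, each with a mean of 16.95. Of 26 genes of the erythroid membrane and surface, 0 were called by limma, 2 were higher and 3 lower at an unadjusted p under 0.05, and 2 were higher and 2 lower when adjusted over the list alone. The 4 were ERMAP and SLC2A1, and CD47 and CD59, of which all but ERMAP are named after their values were seen. ERMAP had the largest log2 fold change, 1.58 (standard error 0.40, adjusted p = 0.12 from limma). Of 13 heme synthesis genes, 1 rose: ABCB6, a porphyrin transporter, by a log2 fold change of 2.42 (standard error 0.35, adjusted p = 0.014 from limma), while FECH, the ferrochelatase gene named after its values were seen, was higher when adjusted over the list alone (adjusted p = 0.063 from limma over all probe sets). The calls of NFE2 and ABCB6 did not hold when either array at 0 h was left out, at adjusted p of 0.15 and 0.16 for NFE2 and 0.12 and 0.13 for ABCB6, and NFE2 also lost its call without replicate 1 of 24 h (adjusted p = 0.12). Against the floor of the negative controls, ABCB6 was at least 2.16-fold higher. A variance model with trend and robust settings called 4 erythroid transcription factors, 2 heme synthesis genes and 3 membrane and surface genes, among them GATA1 (adjusted p = 0.033), ERMAP (adjusted p = 0.037), and of the globins HBE1 (adjusted p = 0.016).

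**Figure D1:**
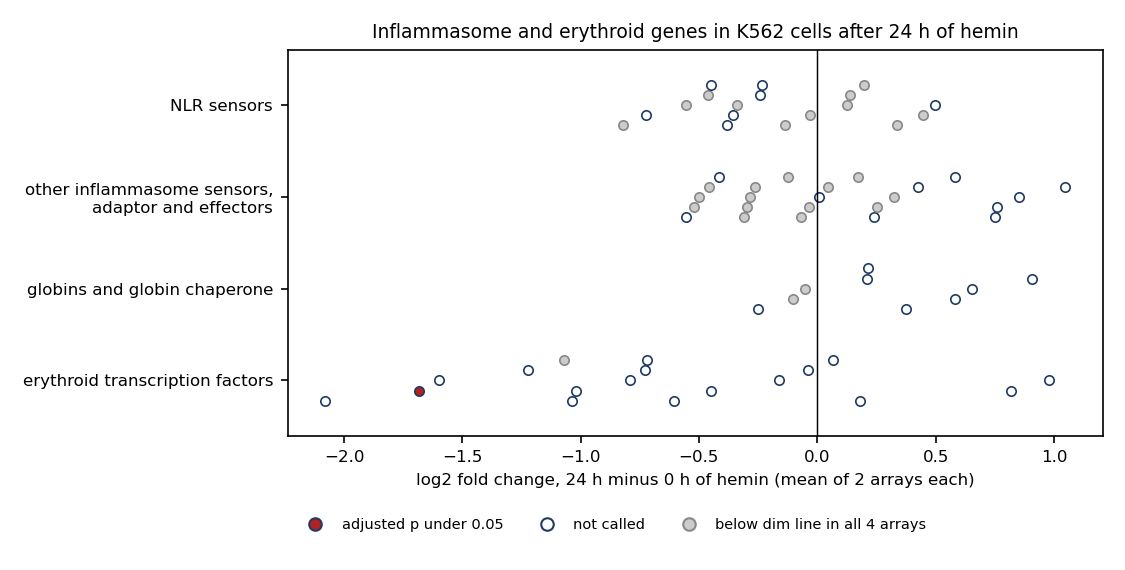
Log2 fold change from 0 h to 24 h of hemin (x axis, mean of 2 arrays at each time) for each measured gene of 4 lists (y axis); each point is 1 gene, red where limma's adjusted p is under 0.05 and gray where all 4 arrays are below the dim line. NFE2, at -1.68 among the erythroid transcription factors, is the 1 red point.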

To identify the NLR sensor involved in the regulation of hematopoiesis, we performed a transcriptomic analysis in K562 cells after erythroid differentiation and found that the *NLRP1* gene was strongly upregulated (Appendix Fig S1). This result was confirmed by RT–qPCR, Western blotting and immunofluorescence (Fig 1B–D). Interestingly, NLPR1 was found not only in the nucleus, but also in the cytoplasm of erythroid differentiated K562 cells (Fig 1D), as we had previously found with CASP1 (Tyrkalska *et al*, 2019). In addition, single cell analysis by immunofluorescence revealed a correlation between low amounts of GATA1 and high amounts of CASP1 and NLRP1 after erythroid differentiation (Appendix Fig S2).

**Figure 1:**
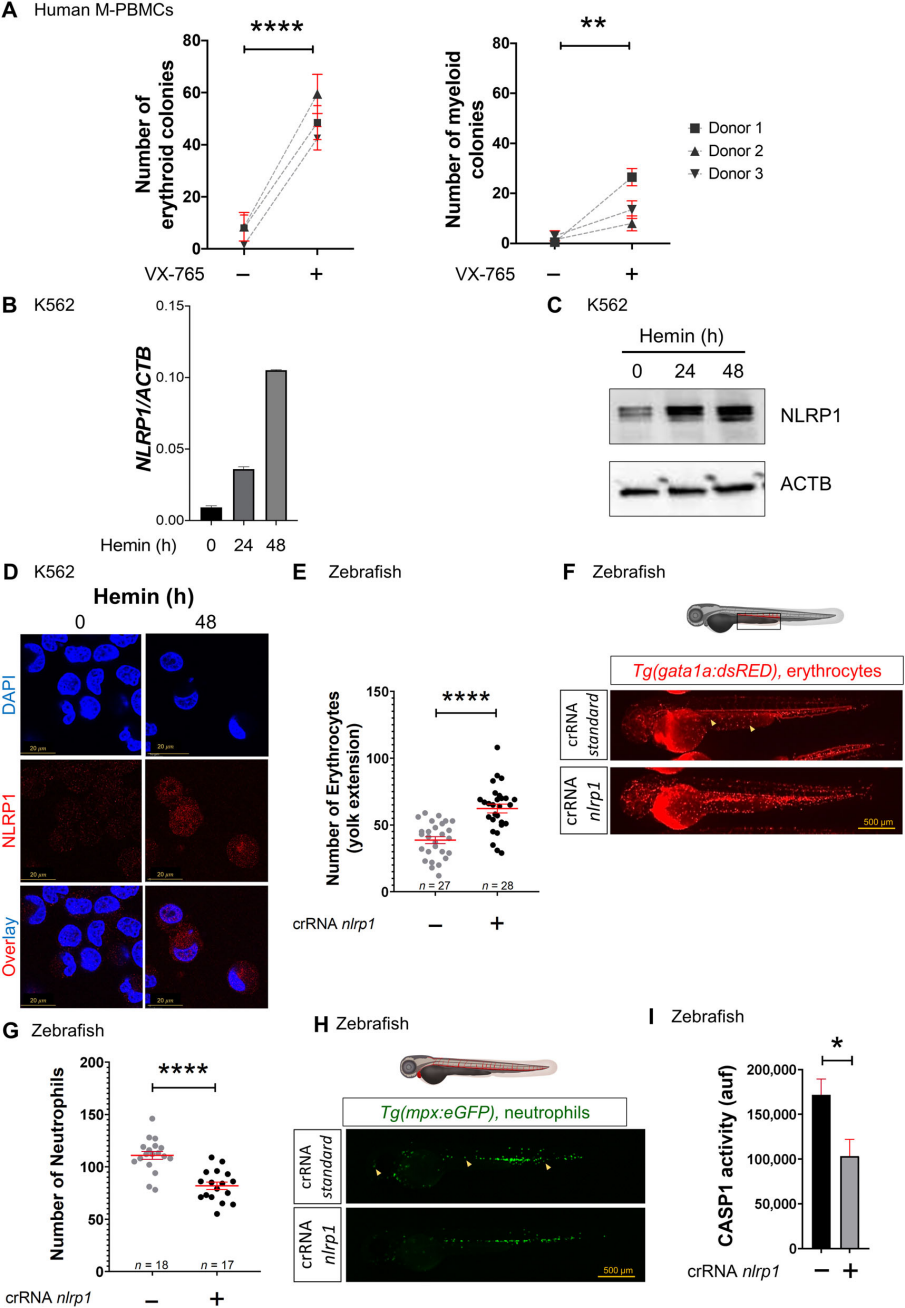
NLRP1 inflammasome regulates hematopoiesis A
Number of erythroid and myeloid colonies derived from M‐PBMCs obtained from healthy donors in the presence of DMSO or 100 μM VX‐765. Each symbol represents a different donor.B–D
Transcript (B) and protein (C, D) amounts of NLRP1 in K562 cells after differentiation with 50 μM hemin, assayed by RT–qPCR (B), Western blot (C) and immunofluorescence (D). Nuclei were counterstained with DAPI in D. Data are shown as the means ± SEM of three technical replicates in B.E–I
Number of erythrocytes (E, F) and neutrophils (G, H), and caspase‐1 activity (I) in *nlrp1* crispant larvae of 2 dpf obtained by injecting one‐cell stage embryos with standard or *nlrp1* crRNAs/Cas9 complexes. Representative images are shown in (F) and (H). Each dot represents one individual and the mean ± SEM for each group is also shown in (E) and (G). Data are shown as the means ± SEM of four technical replicates in I. *P* values were calculated using Student's *t*‐test. *P < 0.05; **P < 0.01; ****P < 0.0001. Source data are available online for this figure.

These results prompted us to study the impact of the Nlrp1 inflammasome on hematopoiesis using zebrafish transgenic lines *Tg*(*gata1a:dsRed*), *Tg*(*mpx:eGFP*) and *Tg*(*mfap4.1:Tomato*), which have labeled erythrocytes, neutrophils and macrophages, respectively. Although *nlrp1* crispant larvae obtained by CRISPR‐Cas9 technology showed normal development (Appendix Fig S3A and D), they exhibited a significant increase in the number of erythrocytes (Fig 1E and F), a decrease in neutrophil and macrophage counts (Fig 1G and H; Appendix Fig S3E and F), and a reduction in caspase‐1 activity (Fig 1I). Furthermore, *nlrp1* deficiency also alleviated neutrophilia of the Spint1a mutant model of neutrophilic inflammation without affecting skin inflammation or neutrophil skin infiltration (Appendix Fig S3G and H) and thus phenocopying the effects of pharmacological caspase‐1 inhibition in this model (Tyrkalska *et al*, 2019).

### LRRFIP1 and FLII negatively regulate human NLRP1 inflammasome activation

DPP9 has been found to restrain NLRP1 activation in most biological systems (Bauernfried & Hornung, 2022). However, although DPP9 was expressed in K562 cells (Appendix Fig S4A and B), it did not interact with NLRP1 (Appendix Fig S4C), and talabostat, a DPP9 inhibitor commonly used to activate NLRP1 (Zhong *et al*, 2018), did not affect either erythroid differentiation (Appendix Fig S4D) or caspase‐1 activity (Appendix Fig S4E). In addition, we were unable to detect DPP9 or its interaction with NLRP1 in M‐PBMCs (Appendix Fig S4F). Therefore, we immunoprecipitated endogenous NLRP1 in K562 cells after erythroid differentiation and then performed mass spectrometry analysis to identify new interactors of NLRP1 (Appendix Fig S5A–C). We focused our attention on LRRFIP1 and FLII because they were consistently identified in all three biological replicates analyzed (Appendix Fig S5D and E) and were previously reported to interact with each other (Fong & de Couet, 1999; Lee & Stallcup, 2006).

First, we observed that *LRRFIP1* and *FLII* transcript levels increased during erythroid differentiation (Appendix Fig S6A) and were strongly expressed at the protein level, as assayed by Western blot and immunofluorescence (Appendix Fig S6B and C). LRRFIP1 was mainly localized in the cytosol, whereas FLII was mainly found in the nucleus (Appendix Fig S6C). Second, we confirmed a robust interaction between NLRP1 and LRRFIP1 in K562 cells after erythroid differentiation, assayed by immunoprecipitation of either protein (Fig 2A). However, a weaker, but consistent, interaction between endogenous NLRP1 and FLII was observed (Fig 2A). As expected, LRRFIP1 and FLII interacted strongly with each other (Fig 2A). LRRFIP1 was able to interact with full‐length NLRP1 (wild type and autoproteolysis deficient S1213A) and NLRP1‐ΔPYDΔ‐CARD, but not with active UPA‐CARD (Fig 2B and C; Appendix Fig S7A). The interaction of NLRP1 with LRRFIP1 and FLII was also confirmed in M‐PBMCs, where a strong interaction of NLRP1 with both LRRFIP1 and FLII was observed (Fig 2C). More importantly, a proximity ligation assay (PLA) revealed *in vivo* interaction between NLRP1 and LRRFIP1 in the cytosol and nucleus of K562 cells after erythroid differentiation (Fig 2D–F).

**Figure 2:**
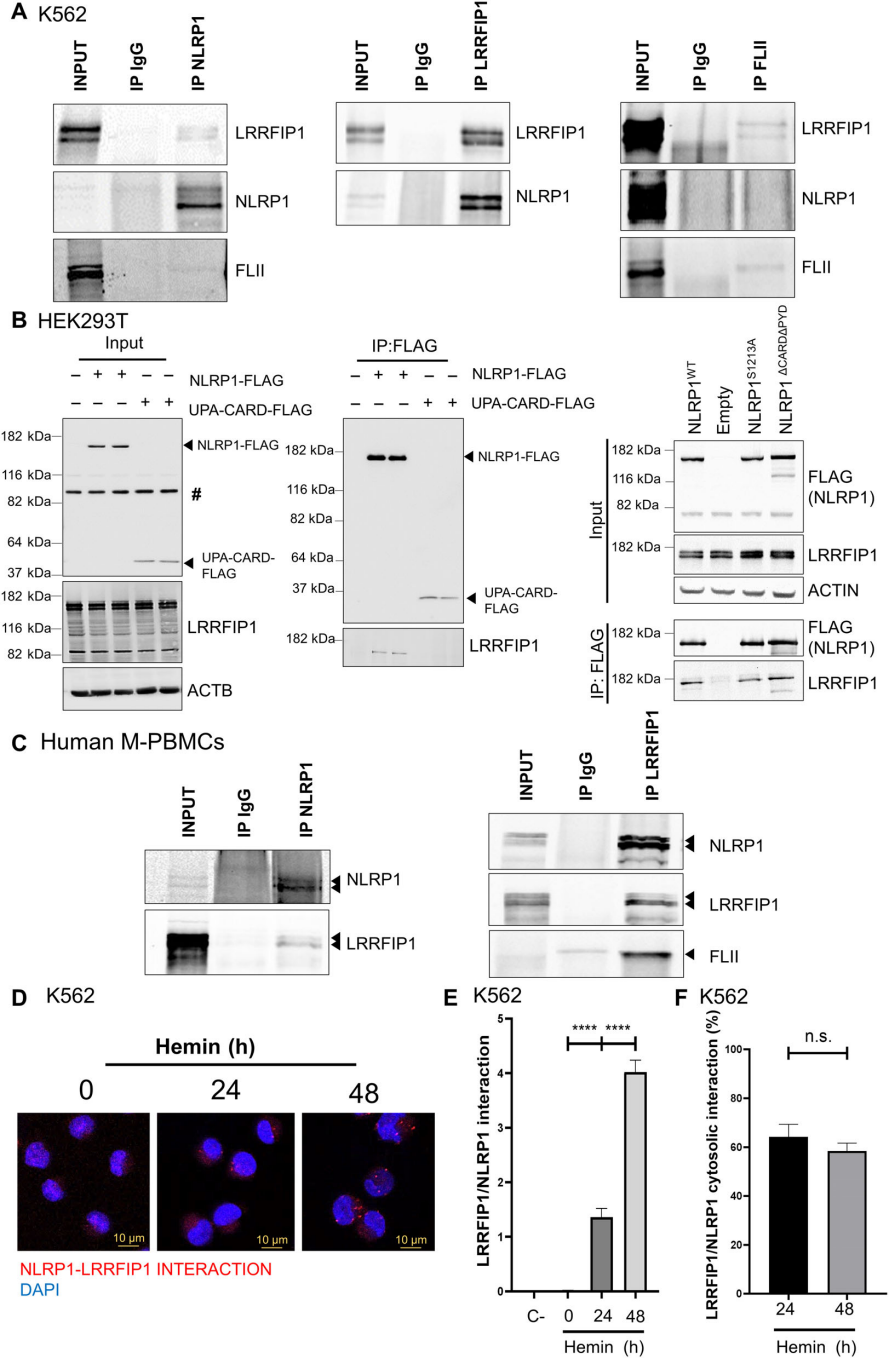
LRRFIP1 and FLII interact with human NLRP1 inflammasome A–F
Interaction of NLRP1 with LRRFIP1 and FLII in K562 cells (A, D–F), HEK293 cells (B) and M‐PBMCs (C) assayed by co‐immunoprecipitation assays and PLA (D–F). Endogenous proteins (A, C–F) and transfected FLAG‐tagged full‐length NLRP1, NLRP1ΔCARDΔPYD, NLRP1_S1213A and UPA‐CARD (B) were analyzed. The number of interactions per cell (E) and the percentage of cytosolic interactions (F) are shown (*n* = 100 cells). Data are shown as the means ± SEM. *P* values were calculated using one‐way ANOVA and Tukey's multiple range test. n.s., non‐significant; ****P < 0.0001. #, non‐specific band. Source data are available online for this figure.

These results prompted us to investigate the role of LRRFIP1 and FLII in NLRP1 activation by reconstituting this inflammasome in HEK239T and evaluating the formation of ASC specks using small amounts of ASC‐GFP to prevent its self‐oligomerization (Fig 3A). The results showed that both LRRFIP1 (Fig 3B and D) and FLII (Fig 3C and E) were able to reduce ASC speck formation in a dose‐dependent manner. However, neither LRRFIP1 nor FLII inhibited the self‐oligomerization of ASC (Appendix Fig S8A–D) or the activation of NLRP3 inflammasome (Appendix Fig S9A and B).

**Figure 3:**
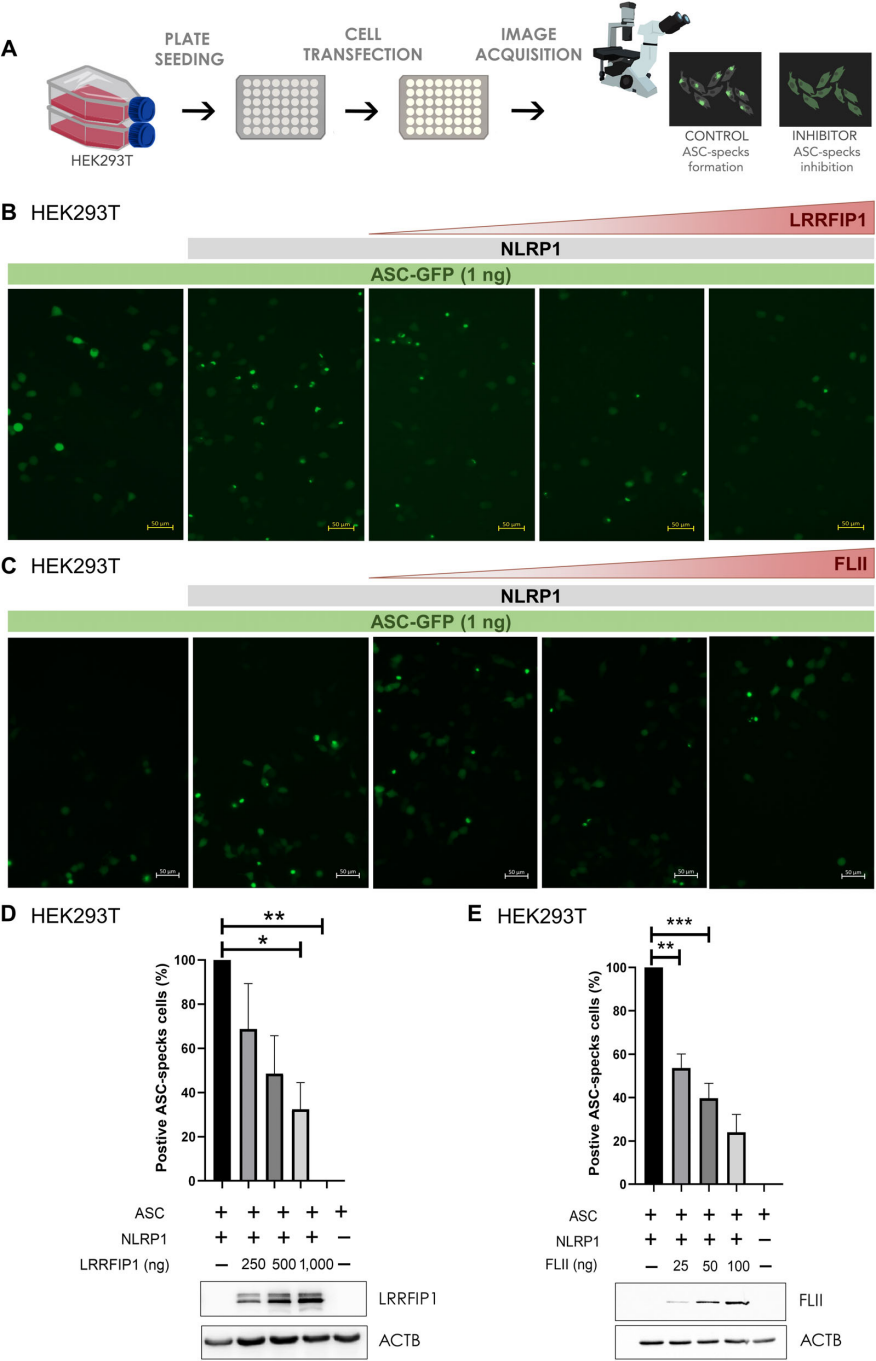
LRRFIP1 and FLII negatively regulate human NLRP1 inflammasome activation A
HEK293T cells were transfected with 300 ng NLRP1‐FLAG, 1 ng ASC‐GFP and the indicated concentrations of FLAG‐LRRFIP1 and FLAG‐FLII plasmids, and the formation of ASC specks was analyzed by fluorescence microscopy 24 h post‐transfection.B, C
Representative images of ASC specks.D, E
Number of positive ASC specks in cells co‐transfected with LRRFIP1 (D) and FLII (E). Expression of LRRFIP and FLII was confirmed by Western blot using anti‐FLAG and anti‐ACTB antibodies. Data are shown as the means ± SEM (*n* = 95–156 cells). *P* values were calculated using one‐way ANOVA and Tukey's multiple range test. *P < 0.05; **P < 0.01; ***P < 0.001. Source data are available online for this figure.

### Lrrfip1 and Flii regulate hematopoiesis through the Nlrp1 inflammasome in zebrafish

We next sought to determine whether Lrrfip1 and Flii are involved in the regulation of hematopoiesis using the zebrafish model. Zebrafish have two paralog genes of *lrrfip1*, called *lrrfip1a* and *lrrfip1b*, which showed high homology to each other (62% nucleotide identity). We designed crRNAs for both genes and found that each crRNA edited both genes with different efficiencies: the crRNA for *lrrfip1a* showed a knockdown efficiency of 20% for *lrrfip1a* and *lrrfip1b* (Appendix Fig S10A and B), whereas the crRNA for *lrrfip1b* edited *lrrfip1a* and *lrrfip1b* with 65 and 80% efficiency, respectively (Appendix Fig S10C and D). Although *lrrfip1a* and *lrrfip1b* crispant larvae developed normally without any obvious developmental defects (Appendix Fig S10E–G), these editing efficiencies translated into hematopoietic alterations. Thus, *lrrfip1a* and *lrrfip1b* crispant larvae showed fewer erythrocytes, increased counts of neutrophils and macrophage, an unaltered number of HSPCs, and higher caspase‐1 activity than wild type larvae (Fig 4A–E; Appendix Fig S11A–D). Strikingly, the increased number of neutrophils of *lrrfip1a/b* crispant larvae was rescued by *nlrp1* deficiency (Fig 4F; Appendix Fig S11E) and the caspase‐1 inhibitor VX‐765 (Fig 4G and H). Taken together, all these results suggest that Lrrfip1 acted upstream Nlrp1, as a negative regulator, and critically regulated hematopoiesis.

**Figure 4:**
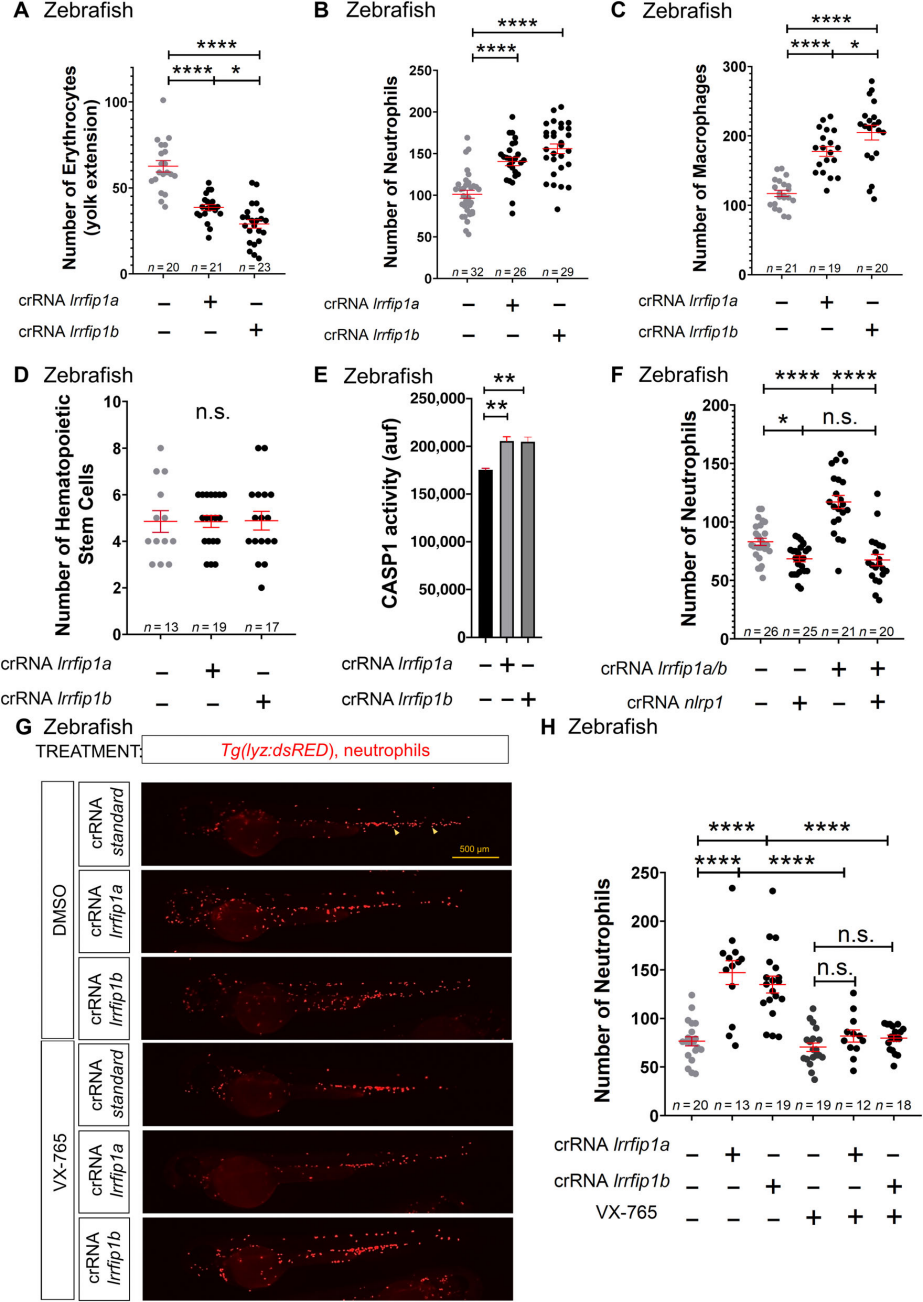
Lrrfip1 regulates hematopoiesis through the Nlrp1 inflammasome in zebrafish A–H
Number of erythrocytes (A), neutrophils (B, F, H), macrophages (C), and HSPCs (D), and caspase‐1 activity (E) in *nlrp1* crispant larvae of 2 dpf obtained by injecting one‐cell stage embryos with standard, *nlrp1*, *lrrfip1a* and/or *lrrfip1b* crRNAs/Cas9 complexes. Note that either *lrrfip1a* or *lrrfip1b* crRNAs/Cas9 complexes target both *lrrfip1* paralogs (see Appendix Fig S10). (G, H) Larvae were also treated by bath immersion with 100 μM of the caspase‐1 inhibitor VX‐765. Representative images of neutrophils in *lrrfip1* crispant larvae using *Tg*(*lyz:dsRED*) reporter line are shown in (G). Each dot represents one individual and the means ± SEM for each group are also shown. *P* values were calculated by Student's *t*‐test. n.s., non‐significant; *P<0.05; **P<0.01; ****P<0.0001. Source data are available online for this figure.

Similarly, Flii knockdown (80% efficiency) (Appendix Fig S12A) produced no obvious developmental alteration (Appendix Fig S12B–D), but phenocopied the hematopoietic alterations observed in *lrrfi1a/b* crispant larvae (Fig 5A–E; Appendix Fig S13A–D) and the effect on caspase‐1 activity (Fig 5G and H), and were also dependent on Nlrp1 (Fig 5F; Appendix Fig S13E). In contrast, forced expression of *flii* mRNA resulted in increased erythrocyte numbers, reduced neutrophil and macrophages counts (Appendix Fig S14A–F), and reduced caspase‐1 activity (Appendix Fig S14G). Notably, epistasis experiments revealed that forced expression of *flii* was unable to reduce neutrophil numbers in *lrrfip1a/b* crispant larvae, suggesting that the ability of Flii to inhibit the Nlrp1 inflammasome is dependent on Lrrfip1 (Appendix Fig S14H and I). Finally, either Flii (Appendix Fig S15A and B) or *lrrfip1a/b* (Appendix Fig S15C and D) deficiency exacerbated the neutrophilia of the Spint1a mutant inflammation model.

**Figure 5:**
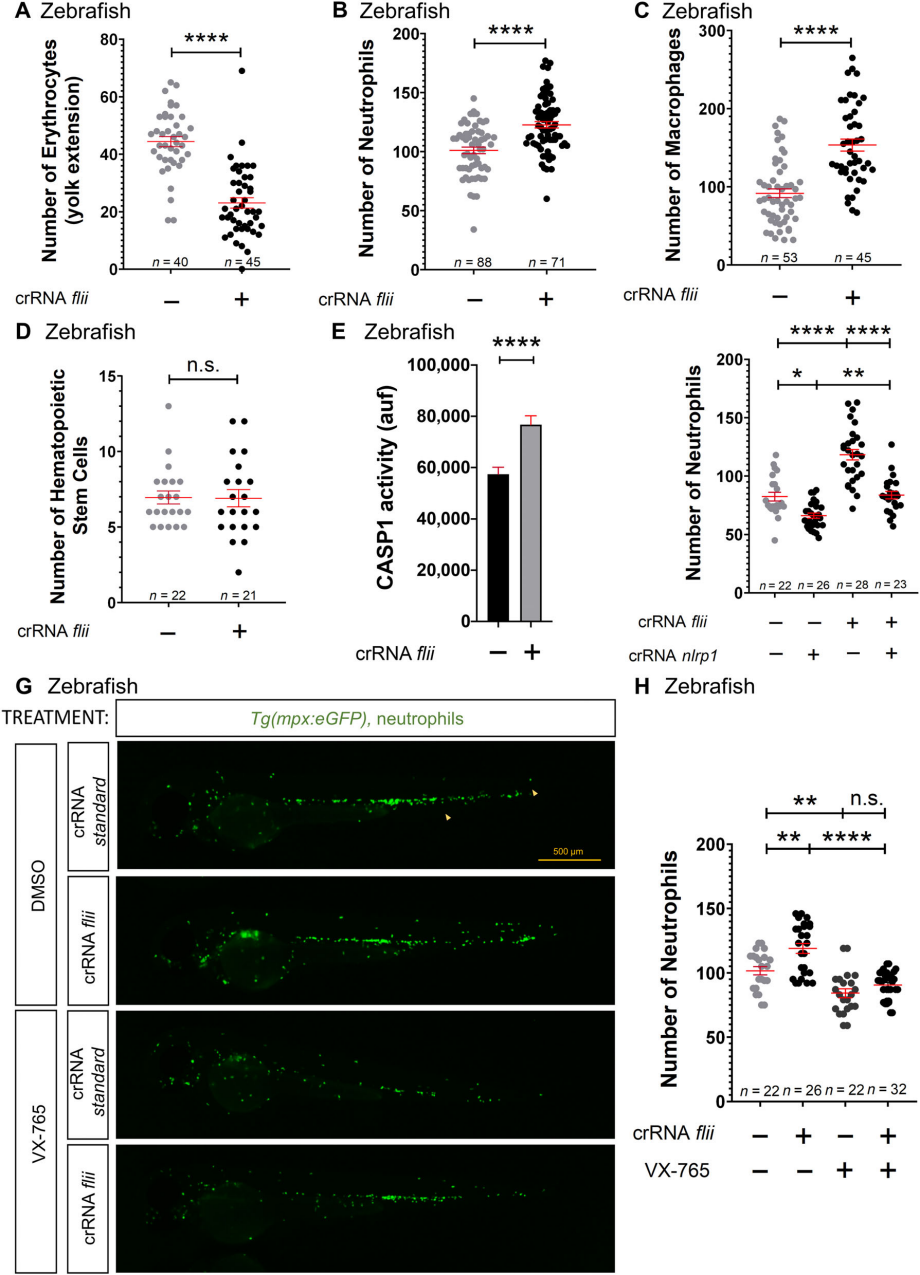
Flii regulates hematopoiesis through the Nlrp1 inflammasome in zebrafish A–H
Number of erythrocytes (A), neutrophils (B, F‐H), macrophages (C), and HSPCs (D), and caspase‐1 activity (E) in *nlrp1* crispant larvae of 2 dpf obtained by injecting one‐cell stage embryos with standard, *nlrp1* and/or *flii* crRNAs/Cas9 complexes. (G, H) Larvae were also treated by bath immersion with 100 μM of the caspase‐1 inhibitor VX‐765. Representative images of neutrophils in *flii* crispant larvae using *Tg*(*mpx:eGFP*) reporter line are shown in (G). Each dot represents one individual and the mean ± SEM for each group is also shown. *P* values were calculated using Student's *t*‐test. n.s., non‐significant; *P < 0.05; **P < 0.01; ****P < 0.0001. Source data are available online for this figure.

### ZAKα activates the NLRP1 inflammasome in HSPCs after ribosomal stress in zebrafish and human

Given that our results suggest that DPP9 does not regulate the NLRP1 inflammasome in HSPCs and that three recent papers have shown that cellular stress, including oxidative nucleic acid damage and ribotoxic stress, activates ZAKa/P38 axis that phosphorylates and activates human NLRP1 inflammasome independently of DPP9 (Robinson *et al*, 2022; Jenster *et al*, 2023; Zhou *et al*, 2023), we tested whether a similar mechanism operates to regulate hematopoiesis. In K562 cells, nilotinib, a kinase inhibitor that has a high affinity for ZAKα (Sauter *et al*, 2010), strongly promoted erythroid differentiation, even in the absence of hemin (Fig 6A). Notably, erythroid differentiation with hemin resulted in phosphorylation of P38 and ZAKα, and degradation of GATA1, whereas nilotinib strongly reversed all of them (Fig 6A; Appendix Fig S16). Furthermore, nilotinib facilitated erythroid differentiation of K562 cells treated with the antibiotic anisomycin (Fig 6B), which promotes ribotoxic stress‐mediated activation of NLRP1 (Jenster *et al*, 2023). In addition, nilotinib was also able to promote accumulation of GATA1 in the presence of the RNA polymerase I inhibitor CX‐5461, which impaired erythroid differentiation of K562 cells (Fig 6C and D) and is widely used to model ribosomopathies, such as Diamond‐Blackfan anemia (DBA) (Khajuria *et al*, 2018). Similarly, treatment of zebrafish larvae with nilotinib caused a decrease in neutrophil number in wild type larvae and reduced neutrophilia in the Spint1a mutant model of neutrophilic inflammation (Fig 7A–D), whereas anisomycin caused neutropenia (Fig 7A and B).

**Figure 6:**
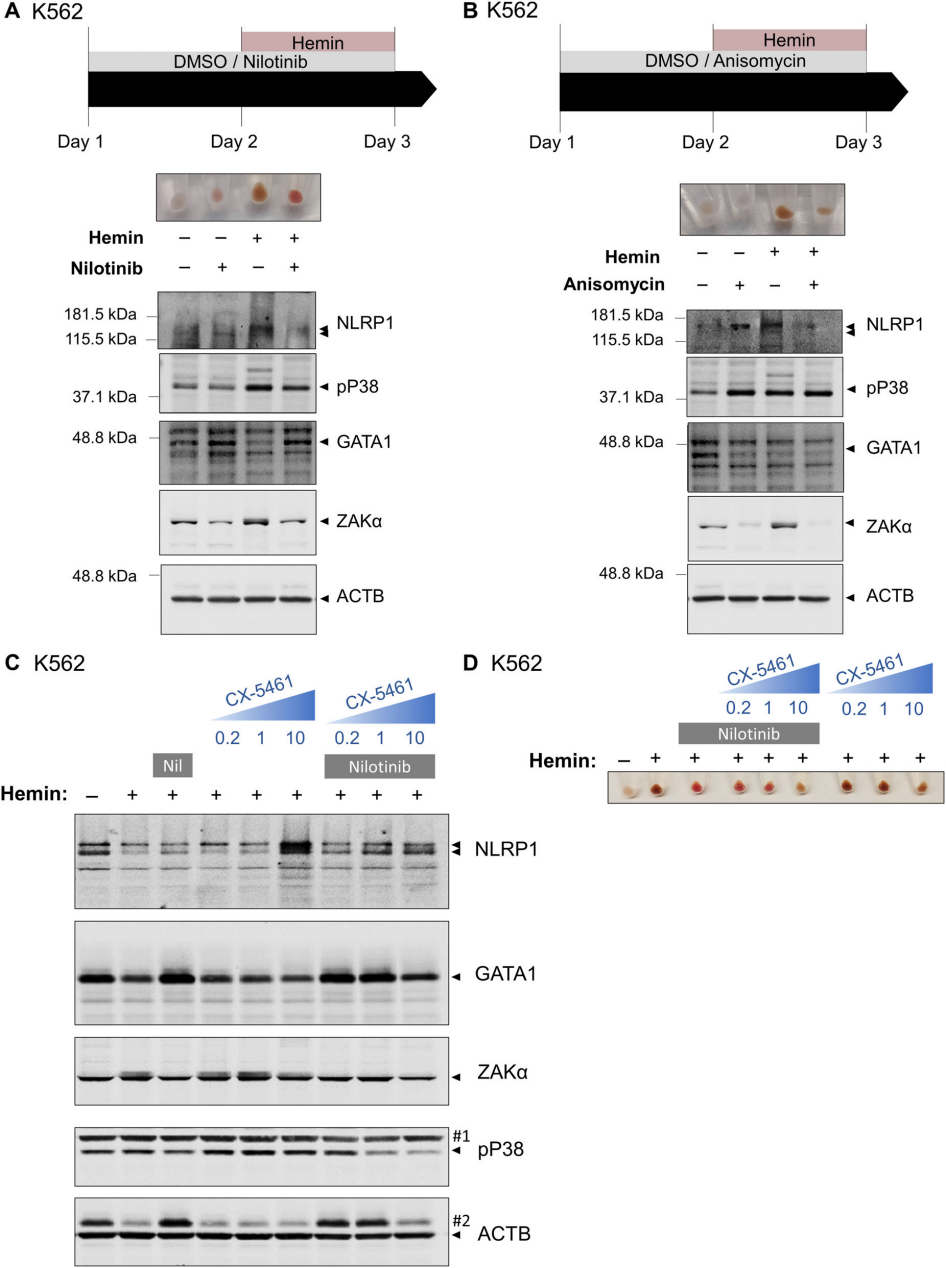
ZAKα/P38 signaling pathway is activated in K562 after erythroid differentiation and its inhibition facilitates terminal erythroid differentiation A–D
K562 cells were pretreated with 0.1 μM nilotinib (Nil) (A, C, D), 1 μM anisomycin (B) and/or the indicated concentrations of the RNA Pol II inhibitor CX‐5461 for 24 h, and then differentiated with 50 μM hemin for another 24 h. Hemoglobin accumulation (A, B, D) and NLRP1, phosphorylated P38, GATA1, ZAKα and ACTB (A–C) amounts were then evaluated by Western blot. Immunoblots are representative of three independent experiments. #1, ACTB; #2, GATA1. Source data are available online for this figure.

**Figure 7:**
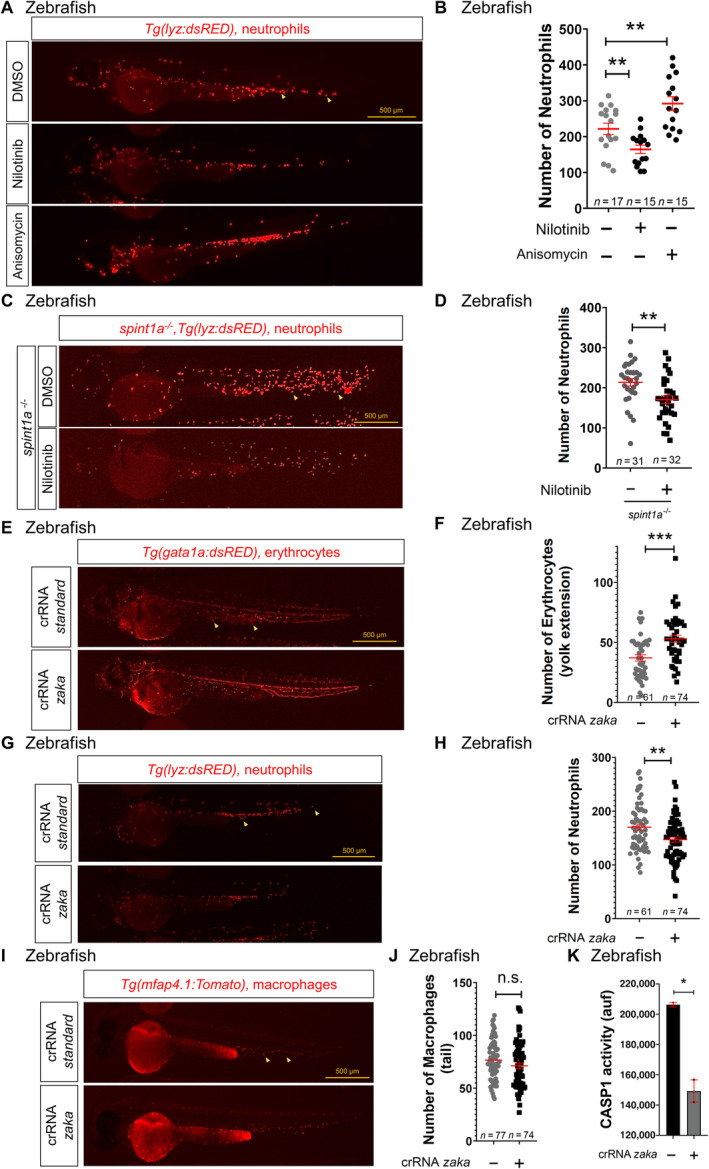
ZAKα regulates hematopoiesis in zebrafish through the Nlrp1 inflammasome A–K
Number of neutrophils (B, D, H), erythrocytes (F) and macrophages (J), and caspase‐1 activity (K) in 2 dpf larvae either treated from 1 to 2 dpf by bath immersion with 1 μM nilotinib and/or 100 μM anisomycin (A–D) or obtained by injecting one‐cell stage embryos with standard or *zaka* crRNAs/Cas9 complexes (E–K). Representative images of neutrophils (A, C, G), erythrocytes (E) and macrophages (I) are also shown. Each dot represents one individual and the mean ± SEM for each group is also shown. *P* values were calculated using one‐way ANOVA and Tukey's multiple range test (B) or Student's *t*‐test (D, F, H, J, K). Data are shown as the means ± SEM of two technical replicates in (K). n.s., non‐significant; *P < 0.05; **P < 0.01; ***P < 0.001. Source data are available online for this figure.

We next investigated whether the effects of nilotinib and anisomycin in hematopoiesis were mediated through ZAKα. Interestingly, although human ZAKα and ZAKβ are generated by alternative splicing from the same gene and only ZAKα can interact with the ribosome (Vind *et al*, 2020), zebrafish showed two genes: *map3k20a* encoding Zaka and *map3k20b* encoding Zakb (Appendix Fig S17A). Although knockdown of Zaka and Zakb (60 and 80% editing efficiency, respectively) did not result in any obvious developmental defects (Appendix Fig S17B–E), *zaka* deficiency phenocopied the effects of *nlrp1* deficiency in zebrafish larvae; that is, reduced erythrocyte numbers, increased neutrophil and macrophage counts (Fig 7C–J), and decreased caspase‐1 activity (Fig 7K). In sharp contrast, *zakb* deficiency did not affect neutrophil numbers (Appendix Fig S18A and B). Importantly, the increase in neutrophil numbers observed in *flii* crispant larvae was fully rescued by *zaka* deficiency (Appendix Fig S18C and D) and anisomycin failed to increase neutrophil number in *nlrp1*‐ and *zaka* crispant larvae (Appendix Fig S18E and F), suggesting that Zaka acts upstream of Nlrp1 activation.

The conservation of the activation of zebrafish and human NLRP1 by ZAKα following cellular stress was unexpected, as mouse NLRP1s are not activated by ribotoxic stress and both mouse and zebrafish lack a C‐terminal PYD domain (Jenster *et al*, 2023). However, the linker domain of zebrafish Nlrp1 (Appendix Fig S17F) showed relatively well conserved serine and threonine residues, including S107, which has been shown to be directly phosphorylated by P38 and important for human NLRP1 activation by this mechanism (Jenster *et al*, 2023). To confirm the conservation of this activation mechanism in zebrafish and gain further insight into the relevance of NLRP1 phosphorylation by ZAKα, we expressed human wild type S107A and S107D NLRP1 in zebrafish larvae and found that both wild type and S107D, but not S107A, increased neutrophil number (Fig 8A) and caspase‐1 activity (Fig 8E). Furthermore, the neutropenia of larvae induced by forced expression of zebrafish *flii* was rescued by human wild type and S107D NLRP1 (Fig 8B). Strikingly, although nilotinib was able to abrogate neutrophilia and caspase‐1 activation induced by wild type NLRP1, it failed to reverse neutrophilia and caspase‐1 activation induced by NLRP1 with phosphomimetic S107D mutation (Fig 8C–E). These results confirmed that the activation of NLRP1 inflammasome is conserved in zebrafish and human and that NLRP1 is activated by phosphorylation of the linker domain following activation of ZAKα in HSPCs to regulate the erythroid‐myeloid lineage decision.

**Figure 8:**
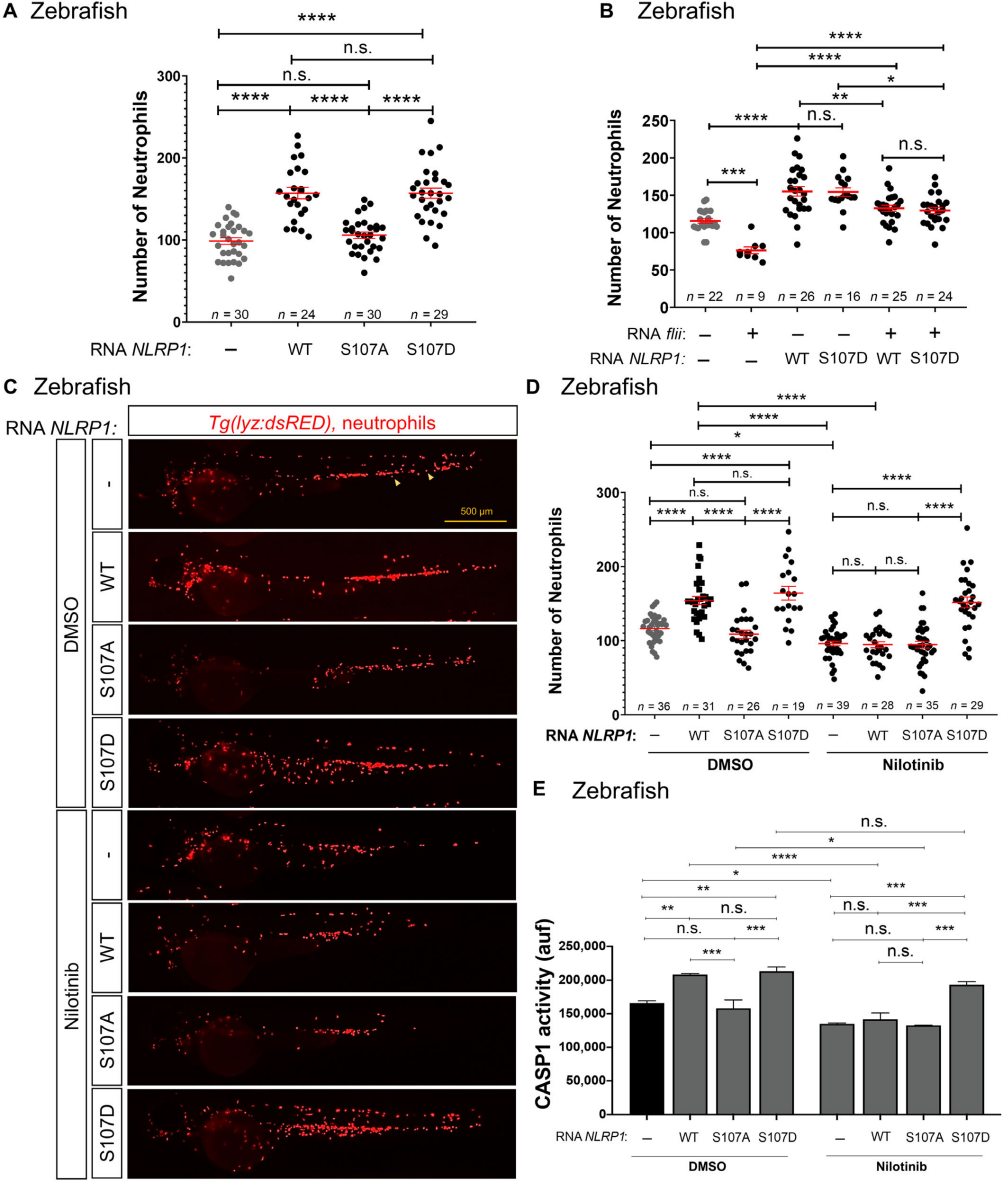
NLRP1 is activated by phosphorylation of the linker domain after activation of ZAKα A–E
Number of neutrophils (A–D), and caspase‐1 activity (E) in 2 dpf larvae obtained by injection of one‐cell stage embryos with human NLRP1 (wild type‐WT, S107A and S107D) and treated from 1 to 2 dpf by bath immersion with 1 μM nilotinib (D, E). Representative images of neutrophils (arrows) are also shown in (C). Each dot represents one individual and the mean ± SEM for each group is also shown. Data are shown as the means ± SEM of two technical replicates in (E). *P* values were calculated by one‐way ANOVA and Tukey's multiple range test. n.s., non‐significant; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Source data are available online for this figure.

## Discussion

Although the relevance of inflammasomes in the regulation of inflammation and immunity is widely known, their role in hematopoiesis is just beginning to be appreciated (Rodriguez‐Ruiz *et al*, 2020; Ratajczak & Kucia, 2021). For example, the NLPR3 inflammasome has been found to regulate HSPC trafficking, but its excessive activation can lead to HSPC death by pyroptosis and the onset of myelodysplastic syndromes and other hematological malignancies (Ratajczak & Kucia, 2021). Similarly, a gain‐of‐function mutation of murine NLRP1a induces IL‐1β‐driven neutrophilia and systemic inflammation but, paradoxically, in the absence of IL‐1β signaling, reduces the number of myeloid progenitors (Masters *et al*, 2012), suggesting that systemic inflammation unmasks myeloid progenitor pyroptosis. In addition, chemotherapy and viral infection further exacerbated HSPC death by pyroptosis (Masters *et al*, 2012). In the present study, however, we show that the NLRP1 inflammasome plays a previously unappreciated physiological role in regulating erythroid‐myeloid lineage decision in both zebrafish and human HSPCs (Fig 9). Thus, genetic inhibition of Nlrp1 led to an increase in erythrocyte numbers in zebrafish larvae and a concomitant reduction in neutrophil and macrophage counts, phenocopying the effects of pharmacological inhibition of caspase‐1 or genetic inhibition of Asc or Guanylate‐binding protein 4 (Gbp4) (Tyrkalska *et al*, 2019).

**Figure 9:**
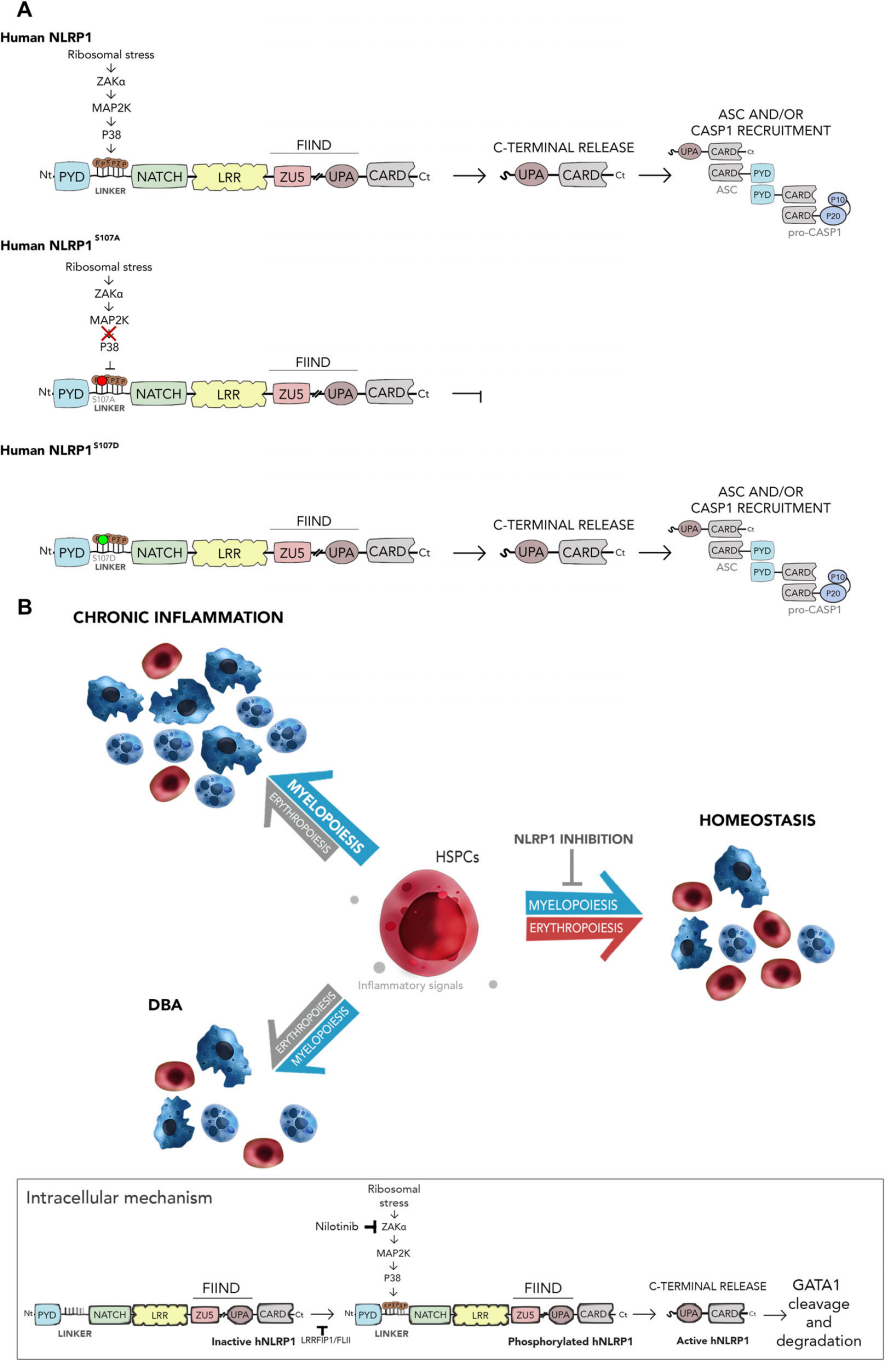
Activation of NLRP1 by the ZAKα/P38 signaling pathway A
Schemes showing the domain organization of human wild type NLRP1 and the S107A and S107D mutants. Phosphorylation of the linker domain by ZAKα (MAP3K)/MAP2K/P38 (MAPK) axis is highlighted. Note that S107A cannot be phosphorylated by P38, while phosphomimetic S107D is constitutively active independently of P38 activation.B
The NLRP1 inflammasome critically regulates hematopoiesis following its activation by ZAKα/P38 signaling pathways, which is initiated by ribosomal stress. Inhibition of this pathway with nilotinib rescues erythropoiesis defects in HSPCs from DBA and neutrophilic inflammation patients.

One of the most interesting results of this study is that zebrafish Nlrp1, despite lacking a C‐terminal PYD domain, like murine NLRP1s, displayed a well‐conserved linker domain, including S107, which has been found to be critical for the activation of human NLRP1 following its phosphorylation by P38 kinase, which is activated by ZAKα in response to ribotoxic stress or alphavirus infection (Jenster *et al*, 2023). In fact, human NLRP1 promoted myelopoiesis in zebrafish larvae and the S107A mutant did not. Furthermore, genetic inhibition of Zaka or treatment of larvae with the tyrosine kinase inhibitor nilotinib also promoted neutropenia and increased erythrocyte counts in zebrafish. Interestingly, the human phosphomimetic S107D NLRP1 mutant was able to promote myelopoiesis in the presence of the tyrosine kinase inhibitor nilotinib, demonstrating conservation of the activation of NLRP1 by ZAKα/P38‐mediated phosphorylation of S107 between zebrafish and humans, in contrast to mice (Robinson *et al*, 2022; Jenster *et al*, 2023), and pointing to the relevance of the zebrafish model for studying the regulation of hematopoiesis by the inflammasome (Fig 9A and B). In particular, zebrafish would be a uniquely appropriate model to study the contribution of Zaka in the activation of the Nlrp1 inflammasome and the role of Zakb, since zebrafish have *zaka* and *zakb* genes, unlike mice and humans, where ZAKα and ZAKβ are generated by alternative splicing from the same gene.

The activation of ZAKα in HSPCs after their differentiation is surprising. However, ZAKα is not only activated by the ribotoxic stress response, but also by viral infection (Jenster *et al*, 2023) and oxidative nucleic acid damage and cellular stress (Zhou *et al*, 2023). We observed that the ZAKα‐P38 axis is activated in K562 cells after erythroid differentiation and inhibition of this axis with nilotinib promoted GATA1 accumulation and its erythroid differentiation even in the absence of hemin. Similarly, it has been shown that ribosome biogenesis is abruptly interrupted during human and murine erythropoiesis, leading to activation of the ATR/CHK1/P53 pathway (Le Goff *et al*, 2021). We propose, therefore, that ribosomal stress induced during erythroid differentiation also activates the ZAKα/P38 signaling pathway, which, in turn, induces NLRP1 inflammasome activation, GATA1 cleavage, and terminal erythroid differentiation (Tyrkalska *et al*, 2019).

DPP9 has been widely reported as the main negative regulator of mouse and human NLRP1 (Bauernfried & Hornung, 2022). However, recent studies have found that activation of human NLRP1 by both ZAKα/P38 axis following ribotoxic stress response and viral infection (Robinson *et al*, 2022; Jenster *et al*, 2023) and by the ORF45 protein of the Kaposi's sarcoma‐associated herpesvirus (Yang *et al*, 2022) are independent of DPP9. Interestingly, in both cases, activation required the linker domain and thus murine NLRP1s cannot be activated by these stimuli. In the present study, we have identified that the regulation of the NLRP1 inflammasome in HSPCs is also independent of DPP9 and found LRRFIP1 and FLII as two negative regulators of NLRP1 that are critically involved in hematopoiesis. LRRFIP1 and FLII are pleiotropic proteins capable of interacting with each other and regulating different biological processes, including regulation of transcription, cell cycle and apoptosis, cytoskeleton remodeling, signal transduction, and immunity (Takimoto, 2019; Strudwick & Cowin, 2020). FLII has also been found to interact with pro‐caspase‐1 and pro‐caspase‐11 by dampening their activation (Li *et al*, 2008). In addition, LRRFIP2, which shows 41% sequence homology with LRRFIP1, has also been found to directly interact and inhibit the activation of macrophage NLRP3 inflammasome by recruiting FLII and facilitating the inhibition of caspase‐1 (Jin *et al*, 2013). Interestingly, LRRFIP1 fails to bind and inhibit NLRP3 inflammasome (Jin *et al*, 2013). Furthermore, the signaling adaptor B cell adaptor for phosphoinositide 3‐kinase (BCAP) has also been reported to interact with LRRFIP1 and FLII to inhibit NLRP3 and NLRC4 inflammasomes (Carpentier *et al*, 2019). We found that LRRFIP1 bound full‐length NLRP1, but not UPA‐CARD, and inhibited it. In addition, we confirmed that LRRFIP1 was unable to inhibit NLRP3. Notably, epistasis experiments suggest that the ability of Flii to inhibit the Nlrp1 inflammasome in zebrafish is dependent on Lrrfip1, as it has been demonstrated for the binding of FLII to NLRP3, which requires LRRFIP2 (Jin *et al*, 2013). Therefore, we have identified a novel mechanism involved in the negative regulation of the NLRP1 inflammasome involving recruitment of FLII by LRRFIP1 to inhibit the NLRP1 inflammasome in HSPCs. It would be interesting to address whether BCAP is required for the negative regulation of the NLRP1 inflammasome of HSPCs by LRRFIP1/FLII and the relevance of LRRFIP1 and FLII in the regulation of NLRP1 inflammasome in other cell types, such as keratinocytes, especially after their activation by UV‐induced ribotoxic stress response and viral infection, which are independent of DPP9. Furthermore, although it is expected that LRRFIP1 and FLII inhibit caspase‐1 downstream NLRP1 inflammasome activation, as FLII is a caspase‐1 pseudosubstrate (Jin *et al*, 2013), it would be compelling to ascertain whether LRRFIP1 and FLII regulate the phosphorylation of NLRP1 by ZAKα/P38 tyrosine kinase axis.

The results obtained in this study may also have clinical implications, since hematopoietic lineage bias, such as neutrophilia and anemia, is often associated with chronic inflammatory diseases (Weiss, 2015; Marzano *et al*, 2018), cancer (Wu *et al*, 2014) and aging (Elias *et al*, 2017). Furthermore, the ZAKα/P38 signaling pathway is expected to be hyperactivated in ribosomopathies, such as DBA (Fig 9A and B). In fact, increased phosphorylation of P38 has been found in human RPS19‐deficient erythroid progenitors and pharmacological inhibition of P38 in CD34^+^ cells increased GATA1 levels (Bibikova *et al*, 2014). Our results strongly support this idea, since genetic inhibition of Zaka or Nlpr1, forced expression of the endogenous Nlrp1 inhibitor Flii, and pharmacological inhibition of Zaka with nilotinib alleviated neutrophilia in a zebrafish model of neutrophilic inflammation. In addition, nilotinib also promoted erythroid differentiation and GATA1 accumulation in K562 cells upon inhibition of RNA polymerase I. Since nilotinib (Tasigna) is an FDA/EMA‐approved drug for the treatment of chronic myeloid leukemia, it is attractive for repurposing in the treatment of DBA and other ribosomopathies.

In summary, we have identified that the NLRP1 inflammasome critically regulates hematopoiesis following its activation by ZAKα/P38 signaling pathways, which is initiated by ribosomal stress, and that LRRFIP1 and FLII negatively regulate this activation, rather than DPP9. Since this signaling pathway is conserved between zebrafish and humans, but not mice, zebrafish is a unique model to further clarify the relevance of the NLRP1 inflammasome in hematopoiesis. In addition, our study has identified novel therapeutic targets for the treatment of hematopoietic alterations associated with chronic and rare diseases.

## Materials and Methods

### Zebrafish

Zebrafish (*Danio rerio* H.) were obtained from the Zebrafish International Resource Center and mated, staged, raised, and processed as described (Westerfield, 2000). The lines *Tg*(*mpx:eGFP*)^*i114*^ (Renshaw *et al*, 2006), *Tg*(*lyz:DsRED2*)^*nz50*^ (Hall *et al*, 2007), *Tg*(*mfap4.1:Tomato*)^*xt2*^ (Walton *et al*, 2015), *Tg*(*gata1a:DsRed*)^*sd2*^ (Traver *et al*, 2003), *Tg*(*runx1:GAL4*)^*utn6*^ (Tamplin *et al*, 2015), *Tg*(*UAS‐E1B:NTR‐mCherry*) (Davison *et al*, 2007) and casper (*mitfa* ^*w2/w2*^; *mpv17* ^*a9/a9*^) (White *et al*, 2008) were previously described. *spint1a* ^*hi2217Tg/hi2217Tg*^ was isolated from insertional mutagenesis screens (Amsterdam *et al*, 1999). The experiments performed comply with the Guidelines of the European Union Council (Directive 2010/63/EU) and the Spanish RD 53/2013. The experiments and procedures performed were approved by the Bioethical Committees of the University of Murcia (approval number #669/2020).

### CRISPR and RNA injections in zebrafish

Negative control crRNA (catalog no. 1072544, crSTD) and crRNA for *nlrp1*, *flii*, *lrrpif1a*, *lrrfip1b*, *zaka* and *zakb* (Appendix Table S1), and tracrRNA were resuspended in Nuclease‐Free Duplex Buffer to 100 μM. One μl of each was mixed and incubated for 5 min at 95°C for duplexing. After removal from heat and cooling to room temperature, 1.43 μl of Nuclease‐Free Duplex Buffer was added to the duplex, yielding a final concentration of 1,000 ng/μl. Finally, the injection mix was prepared by mixing 1 μl of duplex, 2.55 μl of Nuclease‐Free Duplex Buffer, 0.25 μl Cas9 Nuclease V3 (IDT, 1081058) and 0.25 μl of phenol red, giving final concentrations of 250 ng/μl of crRNA duplex and 500 ng/μl of Cas9. The prepared mix was microinjected into the yolk sac of one‐ to eight‐cell‐stage embryos using a microinjector (Narishige) (0.5–1 nl per embryo). The same amounts of crRNA were used in all experimental groups. The efficiency of each crRNA was tested by amplifying the target sequence with a specific pair of primers (Appendix Table S2) and the amplicon was then analyzed with the TIDE webtool (https://tide.nki.nl/).

The coding sequence of zebrafish *flii* (accession number NM_001257146.1) and human *NLRP1‐FLAG* (accession number NM_033004.4) (wild type, S107A and S107D) were synthesized by GeneScript. *In vitro*‐transcribed RNA was obtained following the manufacturer's instructions (mMESSAGE mMACHINE kit, Ambion). RNA was mixed with microinjection buffer and microinjected into the yolk sac of one‐cell‐stage embryos using a microinjector (Narishige; 0.5–1 nl per embryo). The same amount of RNA was used for all experimental groups.

### Chemical treatments of zebrafish larvae

One dpf larvae were manually dechorionated and treated for 24 h at 28°C by bath immersion with the caspase‐1 inhibitor VX‐765 (Belnacasan, 100 μM), the tyrosine kinase inhibitor nilotinib (AMN107, 1 μM) and the protein synthesis inhibitor anisomycin (100 μM) (all from MedChemExpress) diluted in egg water supplemented with 0.1% DMSO.

### Caspase‐1 activity assays

Caspase‐1 activity was determined with the fluorometric substrate Z‐YVAD 7‐Amido‐4‐trifluoromethylcoumarin (Z‐YVAD‐AFC, caspase‐1 substrate VI, Calbiochem), as previously described (Lopez‐Castejon *et al*, 2008; Angosto *et al*, 2012; Tyrkalska *et al*, 2016). Briefly, 25–35 larvae were lysed in hypotonic cell lysis buffer on ice for 10 min. For each reaction, 100 μg of protein were incubated for 90 min at room temperature with 50 μM Z‐YVAD‐AFC and 50 μl of reaction buffer. After incubation, the fluorescence of AFC released from the Z‐YVAD‐AFC substrate was measured with a FLUOstart spectrofluorometer (BGM, LabTechnologies) at an excitation wavelength of 405 nm and an emission wavelength of 492 nm. A representative graph of caspase‐1 activity of three replicates is shown in the figures.

### Imaging of zebrafish larvae

Larvae were anesthetized in embryo medium with 0.16 mg/ml buffered tricaine and whole‐body images were taken with a Leica MZ16F fluorescence stereomicroscope. The number of neutrophils (*mpx* ^+^ or *lyz* ^+^), macrophages (*mfap4.1* ^+^), erythrocytes (*gata1a* ^+^, in the yolk sac extension) and HSPCs (*runx1* ^+^) was determined by counting them visually in blinded samples (Tyrkalska *et al*, 2019).

### Primary cell collection and culture

M‐PBMCs were obtained from several healthy donors provided by the Hematology Service at Hospital Clínico Universitario Virgen de la Arrixaca (HCUVA) with ethics approval number 2021‐11‐9‐HCUVA. Briefly, donors were treated with 10 μg/Kg G‐CSF (Filgrastim, split in 2 doses/day for 5 days) and PBMCs were collected by apheresis. The percentage of CD34^+^ cells were analyzed by flow cytometry and ranged from 0.9 to 1.6. Ten thousand M‐PBMCs were seeded in 6‐well plates, incubated in human methylcellulose complete medium (#HSC003, R&D Systems) at 37°C in a 5% CO_2_‐humidified atmosphere, and colonies were counted at day 9 and 14 using standard morphological criteria.

### Erythroid differentiation assay

K562 cells (CRL‐3343; American Type Culture Collection) were maintained in RPMI culture medium supplemented with 10% fetal calf serum (FCS), 2 mM Glutamine, and 1% penicillin–streptomycin (Life Technologies). They were tested for mycoplasma contamination and authenticated by STR profiling. Cells were maintained and subcultured before confluence every 72 h. For differentiation, cells were treated with 50 μM hemin (#16009‐13‐5, Sigma‐Aldrich), prepared as previously described (Smith *et al*, 2000), in the presence of 0.1% DMSO alone or with the caspase‐1 inhibitor VX‐765 (100 μM), the tyrosine kinase inhibitor nilotinib (0.1 μM), the RNA polymerase I inhibitor CX‐5461 (200 nM, 1 μM and 10 μM) (all from MedChemExpress). Cells were collected at different time points (0, 24, 48 h post‐hemin addition), centrifuged, washed twice with PBS, and stored at −80°C for further analysis.

### Inflammasome reconstitution in HEK293T cells

HEK293T cells (CRL‐11268; American Type Culture Collection) were maintained in DMEM:F12 (1:1) supplemented with 10% FCS, 2 mM Glutamax, and 1% penicillin–streptomycin (ThermoFisher Scientific). They were tested for mycoplasma contamination and authenticated by STR profiling. Plasmid DNA was prepared using the Mini‐Prep procedure (Qiagen). The plasmid used were: human FLAG‐NLRP1, human FLAG‐NLRP3 (Tapia‐Abellan *et al*, 2021), human FLAG‐LRRFIP1 (#DU43760) and human FLAG‐FLII (#DU24044) from MRC PPU Reagents and Services, and human ASC‐eGFP (NM_013258, GenScript). Cells were transfected with Lipofectamine (Thermofisher) and examined at 48 h post‐transfection with a fluorescence microscope (Leica Microsystems).

### Mass spectrometry

Pull down elutions were separated by SDS–PAGE and stained with Brilliant Blue G‐Colloidal Concentrate (Sigma‐Aldrich) following the manufacturer's instructions. Gel bands were excised from the whole gel lane, destained, and proteins were digested in‐gel with trypsin (sequencing grade, Promega) overnight. The resulting peptide mixtures were analyzed by liquid chromatography (LC)‐tandem mass spectrometry (MS/MS) using Orbitrap Fusion Lumos Tribrid Mass Spectrometer (Thermo Electron, Bremen, Germany) online with a nanoLC Ultimate 3000 chromatography system (Dionex, Sunnyvale, CA) through a LC EASY‐Spray C18 column from Dionex. All raw LC–MS files were processed with MaxQuant software (version 1.5.3.8, www.maxquant.org) and searched against species‐specific Uniprot protein sequence databases and common contaminants using the Andromeda peptide search engine, with a false discovery rate of 0.01 at both the peptide and protein level.

The lists of proteins identified by MS were analyzed as follows. First, contaminants and proteins identified by a single peptide were eliminated. Next, only those proteins present in the samples of interest and absent in the control samples were considered. For the volcano plot, the differential analysis dataset was iterated upon, and each row was used as data point on a scatter plot. From each row, the −log_10_(*P*‐value) and the log_2_(fold‐change) were used as y and x coordinates respectively. Labelling of the datapoint was done using a combination of UniProt accession id and gene name of the protein. To set the color legend of the plot, by default, the data are separated into multiple combination of categories, > fold change cut‐off, ≤ fold change cut‐off, > *P*‐value cut‐off and ≤ *P*‐value cut‐off. Each of these pair of combinations between fold change and *P*‐value cut‐off was assigned a different color. If the data point belongs to a selected protein or set of selected protein, they were given a different color than those that have been already presented in the legend. Using the colors and coordinates data for each data point, the volcano plot figure was then created using the plotly.js module.

For the violin plot, from the original dataset, for each protein, samples with the same condition were grouped together and used with plotly.js to create the violin plots with the data itself formed the y‐axis range and the condition name being the x‐axis. With each unique condition, the violin shape was given a unique color. Within each violin shape was a box plot that was created by calculating either the standard error or standard deviation of the data points within the violin shape. The violin plot was also set to also showed each individual data point that was used to calculate the violin shape. Each data point had a slight horizontal x‐axis jitter to make it easier to identify each point separately. The y coordinate for each data point was the intensity of the data point.

### Immunoblotting and immunoprecipitation

Cells were lysed in 50 mM Tris–HCl (pH 7.5), 150 mM NaCl, 1% (w/v) NP‐40 and fresh protease inhibitor cocktail (1/20, #P8340, Sigma‐Aldrich). Protein quantification was performed with the BCA kit using BSA as standard. Cell lysates (40 μg) in SDS sample buffer were subjected to electrophoresis on a polyacrylamide gel and transferred to nitrocellulose membranes. The membranes were incubated for 1 h with TTBS containing 5% (w/v) skimmed dried milk powder or 2% (w/v) BSA. The membranes were immunoblotted in the same buffer 16 h at 4°C with the different primary antibodies diluted 1/1000. The blots were then washed with TTBS and incubated for 1 h at room temperature with secondary HRP‐conjugated antibodies diluted 2,500‐fold in 5% (w/v) skimmed milk in TTBS. After repeated washes, the signal was detected with enhanced chemiluminescence reagent and ChemiDoc XRS Biorad.

PhosTag SDS–PAGE was carried as described previously (Robinson *et al*, 2022). Briefly, 30 μM Phos‐tag Acrylamide (Wako Chemicals, AAL‐107) and 60 μM MnCl_2_ were added to homemade 10% SDS–PAGE gel. PhosTag‐SDS‐Agarose‐PAGE gels were made to 3% polyacrylamide and 0.5% agarose with a final concentration of Phos‐tag Acrylamide and MnCl_2_ as mentioned above. Cells were directly harvested using Laemmli buffer, lysed with an ultrasonicator, and loaded into the Phos‐tag gel to run. Once the run was completed, the polyacrylamide gel was washed in transfer buffer with 10 mM EDTA twice, subsequently washed once without EDTA, blotted onto 0.45 μm PVDF membranes (Bio‐rad), blocked with 3% milk, and incubated with primary and corresponding secondary antibodies.

Pull down assays were performed as previously described (Tyrkalska *et al*, 2017). HEK293T cells transfected as described above were washed twice with PBS, solubilized in lysis buffer (50 mM Tris–HCl, 150 mM NaCl, 1% NP40 and protease inhibitor cocktail for 30 min under agitation at 4°C and centrifuged (13,000 *g*, 10 min, 4°C). The cell lysate (1 mg) was incubated for 2 h at 4°C under gentle agitation with 40 μl of slurry of ANTI‐FLAG® M2 (Sigma‐Aldrich). The immunoprecipitates were washed four times with lysis buffer containing 0.15 mM NaCl and then twice with PBS. Finally, the resin was boiled 5 min at 95°C in SDS sample buffer, and the bound proteins were resolved on 10 or 15% SDS–PAGE and transferred to nitrocellulose membranes (BioRad) for 60 min at 100 V.

The primary antibodies used were rabbit human GATA1 (#3535, Cell Signaling), human NLRP1 (#AF6788, R&D Systems and #67980, Biolegend), human LRRFIP1 (#A303‐079A, Bethyl Laboratories), human FLII (#PA5‐21735, ThermoFisher Scientific), human ZAKα (#A301‐993A, Bethyl Laboratories), human phosphoP38 (#MA5‐15177, ThermoFisher Scientific), human DPP9 (MAB5419, R&D Systems), ACTB‐HRP (#sc‐47778, Santa Cruz Biotechnology), human CASP1 (#sc‐56036 Santa Cruz Biotechnology) and ANTI‐FLAG_M2‐HRP. The secondary antibodies used were anti‐sheep (#31480, Thermofisher), anti‐rabbit (#A6154, Sigma‐Aldrich), anti‐mouse (#A4416, Sigma‐Aldrich).

### Immunofluorescence

K562 cells (50,000) were seeded in Poly‐L‐Lys Cellware 12 mm cover (Corning) in 100 μl and allowed to adhere to the cover for 10 min at room temperature, and then culture medium with hemin and appropriate treatments were added. After treatment, cells were washed with PBS, fixed with 4% paraformaldehyde in PBS for 10 min, incubated 20 min at room temperature with 20 mM glycine, permeabilized with 0.5% NP40 and blocked for 1 h with 2% BSA. Cells were then labeled with the corresponding primary antibody diluted 1/200, followed by Alexa 594‐conjugated secondary antibody or Alexa 488‐conjugated secondary antibody diluted 1/400 (ThermoFisher Scientific). Samples were mounted using a Dako mounting medium and examined with a Leica laser scanning confocal microscope AOBS and software (Leica Microsystems). Images were acquired in a 1.024 × 1.024 pixel format in sequential scan mode between frames to avoid cross‐talk. The objective used was HCX PL APO CS × 63 and the pinhole value was 1, corresponding to 114.73 μm.

### Proximity ligation assay (PLA)

For specific protein–protein interaction, PLA was performed as described in the manufacture's protocol. Briefly, dK562 cells seeded in poly‐L‐Lys coverslips were washed with PBS and fixed in 4% formaldehyde in PBS, permeabilized for 1 h with 1% saponin, and blocked for 1 h in Duolink block solution. The primary antibodies were incubated in Duolink antibody dilution buffer overnight at 4°C. Samples were washed twice with 5% BSA in PBS for 10 min. Secondary antibodies from the kit were incubated for 1 h at 37°C. The secondary antibodies were washed twice with 1× buffer A for 5 min and the ligation step was performed at 37°C for 30 min. Then, the cells were washed twice with 1× buffer A, and the amplification reaction was carried out for 100 min at 37°C. Finally, the cells were washed twice for 10 min with 1× buffer B, once with 0.01× buffer B, mounted and analyzed by confocal microscopy as described above.

### Microarray assay

Total RNA was extracted from 10^6^ cells with TRIzol reagent and RNA Mini Kit (Thermo Fisher Scientific) following the manufacturer's instruction. The amount and quality of the RNA checked by Bioanalyzer (Agilent Technologies). ss‐cDNA was synthesized from 100 ng of each sample using the GeneChip WT Plus Reagent kit (Affymetrix ThermoFisher Scientific, P/N 902280), according to the protocol supplied by manufacturer. The amount and quality of ss‐cDNA was checked by Nanodrop and Bioanalyzer. ss‐cDNA targets were cleaned up and after fragmentation and terminal labelling, 2.3 μg of fragmented and biotinylated ss‐cDNA were included in the hybridization mix, using the GeneChip® Hybridization, Wash and Stain kit (Affymetrix ThermoFisher Scientific, P/N 900720) according to recommendations of manufacturer. The resulting preparations were hybridized to Human Clariom S Arrays (Affymetrix ThermoFisher Scientific, P/N 902926) designed to provide extensive coverage of all known well‐annotated genes including more than 337,000 transcripts to define the level of expression of more than 20,800 genes of human transcriptome.

After scanning, microarrays data were processed using Affymetrix Expression Command Console (Affymetrix ThermoFisher Scientific). Data analyses were then performed with RMA (Robust Multiarray Average) allowing that raw intensity values were background corrected, log_2_ transformed and then quantile normalized to obtain an individual intensity value for each probeset. Partek Genomics Suite and Partek Pathways software (Partek Incorporated, St. Louis, USA) were used for the statistical analysis and an ANOVA test was applied with a restrictive threshold at *P*‐value ≤ 0.05. 

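After 24 h of hemin, genes of the antioxidant and stress responses rose. With no arrays of cells kept for 24 h without hemin, an effect of hemin cannot be told apart from time in culture. Of 27 measured target genes of NRF2, the transcription factor of the antioxidant response, 14 rose and 0 fell (21 higher when adjusted over the list alone, of which 19 had an array above the dim line). OSGIN1, an oxidative stress-induced growth inhibitor, had a log2 fold change of 6.70 (standard error 0.34, adjusted p = 6.2e-05 from limma). SLC7A11, the cystine transporter that feeds glutathione synthesis, went from a log2 value of 9.00 ± 0.42 to 15.27 ± 0.13 (SD, 2 arrays each; adjusted p = 6.3e-05 from limma). ME1, malic enzyme, and GCLC, the catalytic subunit of the enzyme that limits glutathione synthesis, rose by log2 fold changes of 4.46 and 4.08. Of 28 genes of the integrated stress response and ER stress, 10 rose and 0 fell (21 higher when adjusted over the list alone). They were led by HERPUD1, an ER-associated degradation factor, with a log2 fold change of 5.01 (standard error 0.36, adjusted p = 4.4e-04 from limma), and included the ER co-chaperone DNAJB9 at 3.01 and the mTORC1 inhibitor DDIT4 at 2.93. The transcription factor ATF3, below the dim line in 1 of the 2 arrays at 0 h, was at least 13.4-fold higher.
Of 24 heat shock genes, 3 rose: DNAJB4, HSPA1A and BAG3, with log2 fold changes of 4.24, 2.97 and 2.83 (8 higher when adjusted over the list alone). HSPA1A (standard error 0.55) had a log2 fold change of 2.03 without replicate 1 and 3.91 without replicate 2 of 24 h, and its call (adjusted p = 0.045 from limma) was lost without either array at 0 h (adjusted p of 0.17 and 0.20), with array weights (adjusted p = 0.056) and by the methods' own test. HSPA1A may share transcripts with HSPA1B, its near-identical neighbour. Of 24 autophagy and mitophagy genes, 3 rose, namely GABARAPL1, a protein of the autophagosome membrane, at 5.04, the lysosomal protease CTSD at 3.22 and the kinase ULK1 at 2.07 (10 higher when adjusted over the list alone). Of 19 genes of heme breakdown, export and iron storage, 2 rose, namely the heme transporter SLC48A1, at 1.94, and BACH2, a transcription repressor (6 higher when adjusted over the list alone). BACH2 was below the dim line in 1 of the 2 arrays at 0 h and at least 5.42-fold higher at 24 h. This list is called heme breakdown below, but none of its genes for heme breakdown enzymes was called. HMOX1 was below the dim line in all 4 arrays. HMOX2, BLVRA and BLVRB had log2 fold changes of -0.47, -0.15 and 0.23. These enzyme genes are named after their values were seen. Against the floor of the negative controls, ATF3 was at least 3.72-fold, ULK1 at least 2.79-fold and BACH2 at least 1.51-fold higher. None of 45 ribosome biogenesis genes was called by limma, while 20 were lower and 0 higher at an unadjusted p under 0.05 (7 lower when adjusted over the list alone); POLR1G, a subunit of RNA polymerase I, had the largest difference, -1.58 (adjusted p = 0.060). Of these genes 8 were called lower with a trend and robust variance model and 3 with a filter on dim probe sets. In limma's camera the 5 groups with rises stood above other genes, at adjusted p of 1.2e-32 for NRF2 targets, 2.5e-25 for the integrated stress response and ER stress, 1.3e-10 for heat shock, 1.6e-10 for autophagy and 3.1e-04 for heme breakdown, and ribosome biogenesis stood below them (adjusted p = 4.2e-11). None of these 6 list calls held in camera with an estimated correlation. Its adjusted p was 0.16 for NRF2 targets, for the integrated stress response and for ribosome biogenesis. It was 0.65 for heat shock and 0.37 for autophagy and for heme breakdown. That estimate rests on the spread within 4 arrays and leaves the test few degrees of freedom, so a missing call there decides little. Without replicate 1 of 0 h, the called members numbered 8 NRF2 targets, 2 integrated stress response genes, 0 heat shock genes, 2 autophagy genes and 0 heme breakdown genes; without replicate 2 of 0 h they numbered 11, 5, 1, 2 and 0, and without replicate 2 of 24 h 16, 15, 5, 4 and 3.

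**Figure D2:**
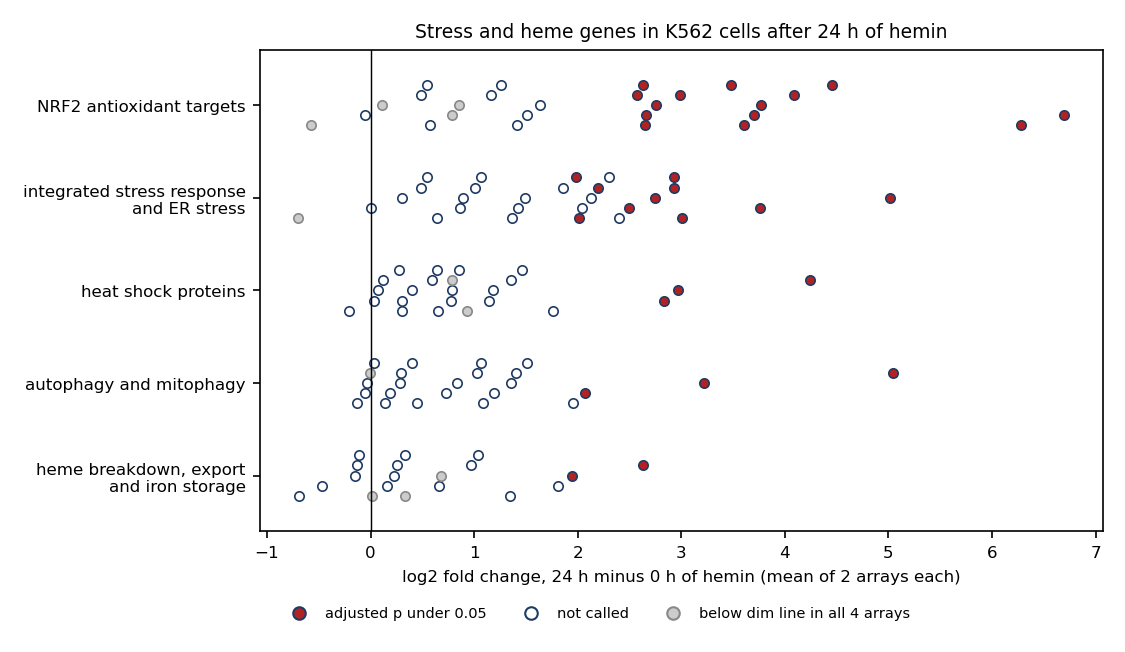
Log2 fold change from 0 h to 24 h of hemin (x axis, mean of 2 arrays at each time) for each measured gene of 5 lists (y axis); each point is 1 gene, red where limma's adjusted p is under 0.05 and gray where all 4 arrays are below the dim line. The red points reach 6.70 among the NRF2 targets and 5.04 among the autophagy genes.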

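Over all 20893 probe sets, 172 rose and 25 fell after 24 h of hemin, 197 in all, of which 16 are unnamed here. With arrays of the dimmer time point that lay below the dim line raised to it, 164 of the rises and 23 of the falls were at least 2-fold. The largest rise was in CXCL8, which encodes the chemokine interleukin-8: it was below the dim line at 0 h and reached a log2 value of 13.69 ± 0.25 (SD, 2 arrays) at 24 h, at least 254-fold higher (adjusted p = 8.3e-06 from limma). Other large rises outside the lists were in ZFAND2A, an arsenite-inducible zinc finger protein, at a log2 fold change of 5.37, and SLCO2B1, an organic anion transporter, at 4.34. ZFAND2A (standard error 0.48) was at 4.61 without replicate 1 and 6.12 without replicate 2 of 24 h. F2RL2, a thrombin receptor family member, was below the dim line in 1 of the 2 arrays at 0 h and at least 37.6-fold higher at 24 h (adjusted p = 0.0013 from limma). The largest falls included ID3, ID1 and ID2, inhibitors of basic helix-loop-helix transcription factors. ID3 was below the dim line at 24 h and at least 10.5-fold lower (adjusted p = 0.0030 from limma), ID1 had a log2 fold change of -2.77 (-2.12 without replicate 1 and -3.41 without replicate 2 of 24 h) and ID2 of -2.19. IL1RL1 and IL18R1, receptor genes of the interleukin-1 family, were at least 2.47-fold and 2.92-fold lower, and both were below the dim line at 24 h. CKMT1B, a mitochondrial creatine kinase that may share transcripts with its copy CKMT1A, had a log2 fold change of -2.77, GPR85 of -2.54 and PRG2, an eosinophil granule protein, of -2.35. NEK3, below the dim line in 1 of the 2 arrays at 24 h, was at least 5.16-fold lower, and SH2D1B, below it in both, at least 1.42-fold lower. Against the floor of the negative controls, CXCL8 was at least 69.9-fold and F2RL2 at least 12.6-fold higher, and ID3 at least 2.89-fold, CKMT1B at least 2.25-fold and NEK3 at least 1.55-fold lower, while IL1RL1, IL18R1 and SH2D1B have no bound there. The methods' ANOVA, run per probe set on the same values, gave 859 higher and 1071 lower probe sets at its stated P-value. After Benjamini-Hochberg adjustment it gave 0. Its variance per probe set has 2 degrees of freedom, with which hardly any probe set could pass that adjustment. Without replicate 1 of 0 h none of the 10 named falls was called, at adjusted p of 0.050 for ID3 to 0.20 for ID2, nor was ZFAND2A (adjusted p = 0.058). The count of 197 fell to 27 without replicate 1 of 0 h and to 53 without replicate 2 of 0 h, and rose to 392 without replicate 2 of 24 h; of the 37 called genes that the naming rule gives, 13 were called without each array in turn, among them CXCL8, OSGIN1, SLC7A11, HERPUD1 and GABARAPL1. From its transcriptomic comparison the paper states that NLRP1 was upregulated and takes it up as the NLR sensor to study (Appendix Fig S1). It reports the same result by RT-qPCR, Western blotting and immunofluorescence, and NLRP1 is not analysed here.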

The molecular interaction, reaction, and relation networks that showed differentially expressed genes (DEGs) were then analyzed using KEGG Pathways Kyoto Encyclopedia of Genes and Genomes.

### RT–qPCR

Total RNA extracted as indicated above was treated with DNase I, amplification grade (1 U/μg RNA; ThermoFisher Scientific). SuperScript III RNase H^−^ Reverse Transcriptase (ThermoFisher Scientific) was used to synthesize first‐strand cDNA with oligo(dT)18 primer from 1 ug of total RNA at 50°C for 50 min. Real‐time PCR was performed with an ABI PRISM 7500 instrument (Applied Biosystems) using SYBR Green PCR Core Reagents (Applied Biosystems). The reaction mixtures were incubated for 10 min at 95°C, followed by 40 cycles of 15 s at 95°C, 1 min at 60°C, and finally 15 s at 95°C, 1 min 60°C and 15 s at 95°C. For each mRNA, gene expression was normalized to *ACTB* content in each sample by the Pfaffl method (Pfaffl, 2001). The primers used are shown in (Appendix Table S2). In all cases, each PCR was performed with triplicate samples and repeated with at least two independent samples.

### Statistical analysis

Data were shown as mean ± SEM and analyzed by analysis of variance (ANOVA) and a Tukey or Bonferroni multiple range test to determine differences among groups. Differences between two samples were analyzed by Student *t*‐test. At least three independent experiments were performed with zebrafish larvae and biochemical studies. All larvae from the different independent experiments were pooled for plotting and statistical analysis. The number of total larvae analyzed in each experiment is indicated in all figures. Three independent caspase‐1 activity assays were performed in all experiments using a pool of 30 larvae and one representative experiment is shown with several technical replicates. Colony assays with M‐PBMC were performed with two technical replicates per donor. One hundred cells were analyzed in ASC speck formation assays and PLA.

## Author contributions

**Lola Rodríguez‐Ruiz:** Formal analysis; investigation. **Juan M Lozano‐Gil:** Formal analysis; investigation. **Elena Naranjo‐Sánchez:** Formal analysis; investigation. **Elena Martínez‐Balsalobre:** Formal analysis; investigation. **Alicia Martínez‐López:** Formal analysis; investigation. **Christophe Lachaud:** Formal analysis; investigation. **Miguel Blanquer:** Resources. **Toan K Phung:** Formal analysis. **Diana García‐Moreno:** Formal analysis; supervision; funding acquisition; investigation. **María L Cayuela:** Formal analysis; supervision; funding acquisition; visualization. **Sylwia D Tyrkalska:** Conceptualization; formal analysis; supervision; investigation. **Ana B Pérez‐Oliva:** Conceptualization; formal analysis; supervision; funding acquisition; investigation. **Victoriano Mulero:** Conceptualization; formal analysis; supervision; funding acquisition; visualization; writing – original draft; project administration; writing – review and editing.

## Disclosure and competing interests statement

A patent for the use of ZAKα inhibitors to treat anemia has been registered by Universidad de Murcia, IMIB Pascual Parrilla, and CIBERER (#P201831288). The authors declare no competing interest.

## For more information

- OMIM for Diamond‐Blackfan anemia: https://www.omim.org/entry/105650.
- Diamond‐Blackfan anemia Foundation: https://dbafoundation.org.

## Supporting information

Appendix S1

Source Data for Figure 1

Source Data for Figure 2

Source Data for Figure 3

Source Data for Figure 4

Source Data for Figure 5

Source Data for Figure 6

Source Data for Figure 7

Source Data for Figure 8

## Data Availability

Complete microarray data and microscopic images were deposited in GEO under the accession number GSE232511 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE232511) and in BioImage Archive under accession number S‐BIAD823 (https://www.ebi.ac.uk/biostudies/bioimages/studies/S‐BIAD823?key=75da6410‐05c3‐4358‐9110‐dd250e8db016), respectively.

# Supplementary material for: ZAKα/P38 kinase signaling pathway regulates hematopoiesis by activating the NLRP1 inflammasome
**Source:** EMBO Mol Med. 2023 Sep 7;15(10):e18142. doi: 10.15252/emmm.202318142
**Supplement:** Supplementary file 2 — Source Data for Figure 1

## Slide 1

Hemin (hours)
 0 24 48
NLRP1
182kDa
116kDa
82kDa
64kDa
49kDa
37kDa
26kDa

## Slide 2

Hemin (hours)
 0 24 48
182kDa
116kDa
82kDa
64kDa
49kDa
37kDa
26kDa
19kDa
15kDa
ACTB

# Supplementary material for: ZAKα/P38 kinase signaling pathway regulates hematopoiesis by activating the NLRP1 inflammasome
**Source:** EMBO Mol Med. 2023 Sep 7;15(10):e18142. doi: 10.15252/emmm.202318142
**Supplement:** Supplementary file 3 — Source Data for Figure 2

## Slide 1

IP FLII
INPUT
IP IgG
182kDa
116kDa
82kDa
FLII
64kDa
49kDa
37kDa

## Slide 2

IP FLII
INPUT
IP IgG
182kDa
116kDa
82kDa
NLRP1
64kDa
49kDa
37kDa

## Slide 3

IP FLII
INPUT
IP IgG
182kDa
116kDa
82kDa
LRRFIP1
64kDa
49kDa
37kDa

# Supplementary material for: ZAKα/P38 kinase signaling pathway regulates hematopoiesis by activating the NLRP1 inflammasome
**Source:** EMBO Mol Med. 2023 Sep 7;15(10):e18142. doi: 10.15252/emmm.202318142
**Supplement:** Supplementary file 3 — Source Data for Figure 2

## Slide 1

IP LRRFIP1
INPUT
IP IgG
182kDa
116kDa
82kDa
NLRP1
64kDa
49kDa
37kDa

## Slide 2

IP LRRFIP1
INPUT
IP IgG
182kDa
116kDa
LRRFIP1
82kDa
64kDa
49kDa
37kDa

# Supplementary material for: ZAKα/P38 kinase signaling pathway regulates hematopoiesis by activating the NLRP1 inflammasome
**Source:** EMBO Mol Med. 2023 Sep 7;15(10):e18142. doi: 10.15252/emmm.202318142
**Supplement:** Supplementary file 3 — Source Data for Figure 2

## Slide 1

IP NLRP1
INPUT
IP IgG
182kDa
116kDa
LRRFIP1
82kDa
64kDa
49kDa
37kDa

## Slide 2

IP NLRP1
INPUT
IP IgG
182kDa
116kDa
NLRP1
82kDa
64kDa
49kDa
37kDa

## Slide 3

IP hNLRP1
INPUT
IP IgG
182kDa
116kDa
82kDa
64kDa
49kDa
37kDa

# Supplementary material for: ZAKα/P38 kinase signaling pathway regulates hematopoiesis by activating the NLRP1 inflammasome
**Source:** EMBO Mol Med. 2023 Sep 7;15(10):e18142. doi: 10.15252/emmm.202318142
**Supplement:** Supplementary file 3 — Source Data for Figure 2

## Slide 1

IP LRRFIP1
IP IgG
INPUT
C+
182kDa
116kDa
82kDa
64kDa
49kDa
37kDa
NLRP1
182kDa
116kDa
82kDa
64kDa
49kDa
37kDa
LRRFIP1
182kDa
116kDa
82kDa
64kDa
49kDa
37kDa
FLII

# Supplementary material for: ZAKα/P38 kinase signaling pathway regulates hematopoiesis by activating the NLRP1 inflammasome
**Source:** EMBO Mol Med. 2023 Sep 7;15(10):e18142. doi: 10.15252/emmm.202318142
**Supplement:** Supplementary file 3 — Source Data for Figure 2

## Slide 1

IP FLAG:
NLRP1
delCARD
delPYD
NLRP1
S1213A
NLRP1
Empty
182kDa
116kDa
82kDa
64kDa
49kDa
37kDa
NLRP1 (FLAG)
182kDa
116kDa
82kDa
64kDa
49kDa
37kDa
LRRFIP1

## Slide 2

INPUT
NLRP1
delCARD
delPYD
NLRP1
S1213A
NLRP1
Empty
182kDa
116kDa
82kDa
64kDa
49kDa
37kDa
NLRP1 (FLAG)
182kDa
116kDa
82kDa
64kDa
49kDa
37kDa
LRRFIP1
82kDa
64kDa
49kDa
37kDa
ACTB

# Supplementary material for: ZAKα/P38 kinase signaling pathway regulates hematopoiesis by activating the NLRP1 inflammasome
**Source:** EMBO Mol Med. 2023 Sep 7;15(10):e18142. doi: 10.15252/emmm.202318142
**Supplement:** Supplementary file 3 — Source Data for Figure 2

## Slide 1

IP:FLAG
NLRP1 (full length)-Flag
UPA-CARD-Flag
-
+
+
-
-
-
-
-
+
+
182kDa
116kDa
FLAG
82kDa
64kDa
37kDa
182kDa
116kDa
82kDa
64kDa
LRRFIP1

## Slide 2

INPUT
NLRP1 (full length)-Flag
UPA-CARD-Flag
-
+
+
-
-
-
-
-
+
+
182kDa
116kDa
82kDa
64kDa
37kDa
Flag
182kDa
116kDa
82kDa
LRRFIP1
64kDa
48kDa
182kDa
116kDa
82kDa
64kDa
48kDa
37kDa
ACTB

# Supplementary material for: ZAKα/P38 kinase signaling pathway regulates hematopoiesis by activating the NLRP1 inflammasome
**Source:** EMBO Mol Med. 2023 Sep 7;15(10):e18142. doi: 10.15252/emmm.202318142
**Supplement:** Supplementary file 7 — Source Data for Figure 6

## Slide 1

-
-
Hemin
+
+
-
-
+
+
Nilotinib
NLRP1
182kDa
116kDa
82kDa
64kDa
182kDa
116kDa
82kDa
64kDa
49kDa
37kDa
26kDa
ACTB
182kDa
116kDa
82kDa
64kDa
49kDa
37kDa
26kDa
GATA1
182kDa
116kDa
82kDa
64kDa
49kDa
37kDa
26kDa
Fosfo P38
182kDa
116kDa
82kDa
64kDa
49kDa
ZAKalfa

# Supplementary material for: ZAKα/P38 kinase signaling pathway regulates hematopoiesis by activating the NLRP1 inflammasome
**Source:** EMBO Mol Med. 2023 Sep 7;15(10):e18142. doi: 10.15252/emmm.202318142
**Supplement:** Supplementary file 7 — Source Data for Figure 6

## Slide 1

-
-
Hemin
+
+
-
-
+
+
Anisomycin
NLRP1
182kDa
116kDa
82kDa
64kDa
182kDa
116kDa
82kDa
64kDa
49kDa
37kDa
26kDa
ACTB
182kDa
116kDa
82kDa
64kDa
49kDa
37kDa
26kDa
GATA1
182kDa
116kDa
82kDa
64kDa
49kDa
37kDa
26kDa
Fosfo P38
182kDa
116kDa
82kDa
64kDa
49kDa
ZAKalfa

# Supplementary material for: ZAKα/P38 kinase signaling pathway regulates hematopoiesis by activating the NLRP1 inflammasome
**Source:** EMBO Mol Med. 2023 Sep 7;15(10):e18142. doi: 10.15252/emmm.202318142
**Supplement:** Supplementary file 7 — Source Data for Figure 6

## Slide 1

CX-5461
CX-5461
0.2
1
10
0.2
1
10
Nil
Nilotinib
Hemin:
-
+
+
+
+
+
+
+
+
182kDa
116kDa
82kDa
NLRP1
64kDa
49kDa
37kDa
26kDa
GATA1
182kDa
116kDa
82kDa
ZAKalfa
64kDa
49kDa
37kDa
26kDa
ACTB
64kDa
49kDa
37kDa
26kDa
Fosfo P38

How the deposited data were processed for this re-analysis (not part of the article)

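RNA of K562 cells at 0 h and after 24 h in 50 µM hemin was measured on 4 Human Clariom S arrays, 2 per time point, which were grouped by the sample labels and the paper's methods. The authors deposited log2 values, 1 per probe set and array. By the paper's methods, these had been processed in Affymetrix Expression Console with RMA, which corrects the background, takes log2 and normalizes by quantiles, and were then tested in Partek. The submitters' processing notes name the same tools; their versions and the genome build are not given in the sources used here. The deposited log2 values run from 2.17 to 18.09 in the transcript probe sets, and the quantiles of the arrays are similar but not identical.

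From these values, 2903 rows of array controls and 555 rows of unmapped transcripts were left out, and 20893 transcript probe sets were tested. Genes were named from GEO's platform annotation and NCBI RefSeq gene names of GRCh38.p14: 17705 probe sets had 1 symbol, for 17687 different genes, 0 had several and 3188 are unnamed here. No coordinates are printed, since the build behind the array is not given. Of the genes that the paper names, 4 had no named probe set in the annotation used, among them NLRP1, PIK3AP1 and MAPK14, and are not analysed here. Where a gene had several probe sets, the one with the highest mean represents it.

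The main test was limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 24 h minus 0 h, two-sided, no covariate), with Benjamini-Hochberg adjustment over all probe sets tested and a threshold of 0.05; the prior had 7.47 degrees of freedom. An array has no read depth: precision is limited by 2 arrays per time point, and at the low end by background. The dim line of 5.70 is the 95th percentile of the means of 349 olfactory receptor genes, and 11496 probe sets had a mean above it. For a gene with 1 or both arrays of its dimmer time point below the line, the change is given as at least N-fold, from the mean of the brighter time point over that of the dimmer one with values below the line raised to it. Against the floor of the negative controls, 7.56, of the 37 called genes that the naming rule gives 19 had an array of the dimmer time point below it, and 3 of these have no bound. Both arrays of 1 time point lay on 1 side of both arrays of the other for 43.6% of the probe sets, against 33.3% by chance.

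A total of 25 gene lists was fixed before the data were examined, and each was tested with limma's camera (preset correlation of 0.01, and with an estimated correlation) and with fry, with Benjamini-Hochberg adjustment over the 25 lists. The lists were the NLR sensors, other inflammasome genes, regulators of NLRP1, the ZAK, p38 and JNK axis, globins, erythroid membrane and surface, erythroid transcription factors, heme synthesis, heme breakdown, NRF2 targets, heat shock, the integrated stress response and ER stress, ribosome biogenesis, cytosolic ribosomal proteins, S phase, G2/M, autophagy, cholesterol synthesis, glycolysis and hypoxia, interferon-stimulated genes, and markers of granulocytes and monocytes, of megakaryocytes, of lymphocytes, and of fibroblasts, epithelium and endothelium; the list of regulators of NLRP1 also holds LRRFIP2, a paralog of one of them; 1 further list, with the 2 genes that it alone would name, is not reported here. The genes named are those the paper names, the 10 called genes with the largest rise and the 10 with the largest fall, and in each list up to 4 called members with the largest change, or the 1 member with the largest difference where none was called; genes named outside this rule are said to be so.

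The test was checked on simulated data with 200 changed probe sets, where 2.4% of its calls were false, and it made 0 calls in data with no change. The simulated spreads were drawn from limma's fitted prior, whatever the brightness, with independent normal noise. Since limma assumes such data, these shares do not measure its errors on the arrays themselves. The alternatives were another quantile normalization, median centring, a filter on dim probe sets, 1 probe set per gene, a trend and robust variance model, array weights, the replicate number as a block, the methods' ANOVA, other thresholds and leaving out each array in turn. A filter at the level of the negative control probe sets and a test that included the unmapped transcripts were added after the data were seen. The KEGG pathway analysis of the paper was not repeated here.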

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

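The tests of S phase genes and of exchanged probe set names were chosen after their results were seen, and the other 4 before, while the binomial intervals, the size of the rescaling and the filter at the negative control level were added after. Each result here was higher or lower after 24 h of hemin than at 0 h, in genes that the paper does not discuss. Among the lists, 14 NRF2 targets, 10 genes of the integrated stress response and ER stress, 3 heat shock genes and 3 autophagy genes rose, while without replicate 1 of 0 h the calls in these lists numbered 8, 2, 0 and 2. CXCL8, below the dim line at 0 h, was at least 254-fold higher, and ID3, below it at 24 h, at least 10.5-fold lower (adjusted p = 0.050 from limma without replicate 1 of 0 h); against the floor of the negative controls the bounds are 69.9-fold and 2.89-fold. JUN, a component of the transcription factor AP-1, had a log2 fold change of 3.06 (standard error 0.31, adjusted p = 0.0019 from limma), and was at least 5.17-fold higher against that floor.

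MCM5, a subunit of the replicative helicase, had a log2 fold change of 3.50 (standard error 0.41, adjusted p = 0.0043 from limma; 4.09 without replicate 1 and 2.91 without replicate 2 of 0 h), while HMOX1, its neighbour in GRCh38.p14 and the heme oxygenase gene, singled out after its values were seen, was below the dim line in all 4 arrays, with means of 4.00 at 0 h and 4.33 at 24 h. A rise of S phase cells would raise the other helicase subunits, yet the highest log2 fold change among MCM2, MCM3, MCM4, MCM6 and MCM7 was -0.12 (MCM6), which argues against it. An exchange of the 2 names, or another fault of their annotation, stays open: the mean of 4.00 under the name HMOX1 at 0 h, under the line of 5.70, is part of the pattern, and a probe set that does not report its gene would give it too. Transcription running on from an induced neighbour stays open: the 341 genes within 50 kb of the called risers had a median log2 fold change of 0.04, at the 99.95th percentile of 10000 random draws, but 7 of them were called and shared regulation of neighbours would give this too. Since HMOX1 was not measured above background, its own induction is not shown by these arrays, and a regulation of MCM5 by hemin apart from the other subunits was not tested.

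More probe sets rose than fell, 172 against 25, or 87.3% of the calls. The scaling of the arrays stays open: under 2 other scalings the share of rises was at least 82.8%, but these moved the median of all probe sets by at most 0.03 on the log2 scale, against a median standard error of 0.34, too little to decide. Falls hidden at the low end of the scale stay open: of the 93 called probe sets at least 3 log2 units above the dim line at 0 h 81.7% rose (exact 95% binomial interval 72.4% to 89.0%, taking probe sets as independent, against a bound of 75% set for the test), but without probe sets below the dim line there were 217 rises and 63 falls (77.5%), and without those below the negative control level 337 and 158 (68.1%). A single array standing apart stays open too, since the lowest share without 1 array was 77.6% (without replicate 2 of 24 h, interval 73.1% to 81.6%). At an unadjusted p under 0.05 there were 1312 rises and 1383 falls, the share was 70.9% with a trend and robust variance model and 44.5% by the methods' ANOVA at its threshold, and a response to hemin that favours rises was not tested apart from these explanations.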

How the results depend on the processing

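The 555 unmapped transcripts and the filter at the negative control level, under which 495 probe sets were called (337 rises and 158 falls), were added after the data were seen. Against 197 calls (172 rises and 25 falls), a trend and robust variance model called 546 (387 and 159), adjusted p under 0.01 left 77 (73 and 4), and an unadjusted p of at most 0.05 gave 2695 (1312 and 1383). The methods' ANOVA gave 1930 at its own threshold and 0 after Benjamini-Hochberg, which hardly any probe set could pass with 2 degrees of freedom. The total counts stayed within 1.5 times under quantile normalization again, median centring, the dim filter, 1 probe set per gene, array weights, at least 2-fold and with the unmapped transcripts. The falls, however, numbered 47 with median centring, 63 with the dim filter and 57 with 1 probe set per gene. Of these settings, at least 2-fold could change nothing, since all 197 calls met it. The array weights were equal within a time point (0.83 at 0 h, 1.20 at 24 h), so they could not lower a single deviant array. Leaving out each array gave 27 to 392 calls, the lone array being assumed to vary like the others; of 37 called genes that the naming rule gives, 24 and 18 lost the call without replicate 1 and replicate 2 of 0 h, 3 without replicate 1 of 24 h and 0 without replicate 2 of 24 h, and none changed direction. Array weights ended the call of HSPA1A (adjusted p = 0.056), and the methods' ANOVA at its threshold did not call HSPA1A, ID1 and ID2. With the replicate number as a block, 429 were called; nothing in the sources used here says that the numbers pair the arrays, and the deviations of same-numbered arrays did not correlate across probe sets (r = -0.0032). No NLR sensor was called by limma at an adjusted p under 0.05 in the settings that kept any (the dim filter kept 3, and the filter at the negative control level kept 0); 1, NLRP9, passed at an unadjusted p of at most 0.05, and 1, NLRC4, by the methods' ANOVA at its threshold. Of 25 lists, camera called 7, and 7 to 10 without 1 array; with the negative control filter it called 6 of 22, heme breakdown being lost (adjusted p = 0.058); with an estimated correlation 0 were called, fry called 7 by direction, of which 5 were among camera's and the ZAK, p38 and JNK axis was not, and 15 by change in either direction. The estimated correlation rests on the spread within 4 arrays and leaves camera few degrees of freedom, so its 0 calls decide little. Fry by direction did not call the erythroid transcription factors (adjusted p = 0.063) or heat shock (adjusted p = 0.22). Ribosome biogenesis genes called lower, 0 in the main test, numbered 8 with a trend and robust model, 7 with the negative control filter, 3 with the dim filter, with 1 probe set per gene and with the block, and 1 with median centring and without replicate 2 of 24 h, and 21 by the methods' ANOVA at its threshold, which also called 1 higher and 1 lower marker both of granulocytes and monocytes and of fibroblasts, epithelium and endothelium. Without 1 array, called members numbered 8 to 16 for NRF2 targets, 2 to 15 for the integrated stress response and ER stress, 0 to 5 for heat shock, 2 to 4 for autophagy and 0 to 3 for heme breakdown. Apart from the fewer arrays or probe sets that a setting leaves, the cause was not tested. The settings planned for NLRP1 gave no value, since it is not analysed here. Levels below the dim line carry no measured change.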

Differences from the paper's values

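The paper states that transcripts of LRRFIP1 and FLII increase during erythroid differentiation (Appendix Fig S6A), without naming the assay in its text; that panel is not analysed here. On the arrays, which compare 0 h and 24 h of hemin, LRRFIP1 had a log2 fold change of 0.51 (standard error 0.33, adjusted p = 0.58 from limma) and FLII of 0.19 (standard error 0.33, adjusted p = 0.86 from limma). Both values were above 0, and neither gene was called under any of the alternatives set before the data were examined.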

Other observations

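Of the 9 measured genes of the list drawn up around regulators of NLRP1, 0 were called by limma, 2 were higher and 1 lower at an unadjusted p under 0.05, and as many when adjusted over the list alone (LRRFIP2 and TXN, and BCL2L1, of which TXN and BCL2L1 are named after their values were seen). LRRFIP2, a paralog of LRRFIP1 that the paper ties to NLRP3 and not to NLRP1, had the largest difference, with log2 values of 10.32 ± 0.10 (SD, n = 2) at 0 h and 11.73 ± 0.05 (SD, n = 2) at 24 h (log2 fold change 1.41, standard error 0.31, adjusted p = 0.073 from limma), and it was called with the dim filter (adjusted p = 0.046) and with a trend and robust variance model (adjusted p = 0.020). DPP9, which the paper finds expressed in K562 cells, was at 11.02 ± 0.28 (SD, n = 2) and 10.73 ± 0.10 (SD, n = 2). MAP3K20, which encodes ZAK, was at 11.30 ± 0.15 (SD, n = 2) and 11.41 ± 0.23 (SD, n = 2). Of 23 genes of the ZAK, p38 and JNK axis, JUN alone rose; the list's adjusted p was 0.36 from camera, 0.0385 from fry by direction (higher) and 0.0102 from fry by change in either direction. When adjusted over the list alone, 4 were higher, JUN and, named after their values were seen, DUSP1, DUSP10 and GADD45A. ATR had a log2 fold change of -0.77 (adjusted p = 0.35 from limma), CHEK1 of -0.31 (adjusted p = 0.76), RPS19 of 0.18 (adjusted p = 0.87) and ACTB of -0.30 (adjusted p = 0.77).

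Of 24 glycolysis and hypoxia genes, VEGFA rose by a log2 fold change of 1.85 (adjusted p = 0.029 from limma). Its log2 fold change was at least 1.74 whichever array was left out, but its call was lost without either array at 0 h. Of 26 S phase genes, only MCM5 was called, as higher, with the doubt about the name of its probe set given above. No gene was called by limma among 26 G2/M genes (0 higher and 1 lower at an unadjusted p under 0.05), 45 cytosolic ribosomal protein genes (0 and 0), 18 cholesterol synthesis genes (0 and 3) and 26 interferon-stimulated genes (0 and 1). The same held for markers of other cell types, with 21 of granulocytes and monocytes (1 and 2), 20 of megakaryocytes (0 and 0), 16 of lymphocytes (1 and 1) and 16 of fibroblasts, epithelium and endothelium (1 and 3), although other limma settings called 1 lower marker of granulocytes and monocytes (trend and robust variance model, replicate block, negative control filter and without replicate 1 of 24 h), 1 of lymphocytes (replicate block and without replicate 2 of 24 h) and 1 of the last list (trend and robust). Below the dim line in all 4 arrays, and so without a measured level, were 16 of the interferon-stimulated genes and, in the order of the marker lists, 11, 8, 9 and 12 markers. Of the genes counted here at an unadjusted p, UBE2C, IFIT5 and, named after their values were seen, NCF1, CD8A and CLDN4 were below the dim line in all 4 arrays. Adjusted over the list alone, the lymphocyte marker CD3D and, of the last list, PECAM1 and EPCAM were lower, EPCAM being named after its values were seen. The members with the largest fitted differences were, in the order of these lists, UBE2C, RPS27, SQLE, IFIT5, MS4A3, FLI1, CD3D and PECAM1. Of these, RPS27 had a log2 fold change of 0.33, SQLE of -1.16 and MS4A3 of -2.01. FLI1 was below the dim line in 3 arrays, and no change is given for it, UBE2C and IFIT5. PECAM1, below the line at 24 h, was at least 1.97-fold lower (adjusted p = 0.093 from limma), and CD3D, below it at 24 h and in 1 of the 2 arrays at 0 h, at least 1.21-fold lower (adjusted p = 0.087); neither has a bound against the floor of the negative controls.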
